# *In vivo* functional analysis of L-rhamnose metabolic pathway in *Aspergillus niger*: a tool to identify the potential inducer of RhaR

**DOI:** 10.1186/s12866-017-1118-z

**Published:** 2017-11-06

**Authors:** Claire Khosravi, Roland Sándor Kun, Jaap Visser, María Victoria Aguilar-Pontes, Ronald P. de Vries, Evy Battaglia

**Keywords:** L- rhamnose catabolic pathway, Inducer, Transcriptomics, Pectinase, Gene regulation

## Abstract

**Background:**

The genes of the non-phosphorylative L-rhamnose catabolic pathway have been identified for several yeast species. In *Schefferomyces stipitis*, all L-rhamnose pathway genes are organized in a cluster, which is conserved in *Aspergillus niger*, except for the *lra-4* ortholog (*lraD*). The *A. niger* cluster also contains the gene encoding the L-rhamnose responsive transcription factor (RhaR) that has been shown to control the expression of genes involved in L-rhamnose release and catabolism.

**Result:**

In this paper, we confirmed the function of the first three putative L-rhamnose utilisation genes from *A. niger* through gene deletion. We explored the identity of the inducer of the pathway regulator (RhaR) through expression analysis of the deletion mutants grown in transfer experiments to L-rhamnose and L-rhamnonate. Reduced expression of L-rhamnose-induced genes on L-rhamnose in *lraA* and *lraB* deletion strains, but not on L-rhamnonate (the product of LraB), demonstrate that the inducer of the pathway is of L-rhamnonate or a compound downstream of it. Reduced expression of these genes in the *lraC* deletion strain on L-rhamnonate show that it is in fact a downstream product of L-rhamnonate.

**Conclusion:**

This work showed that the inducer of RhaR is beyond L-rhamnonate dehydratase (LraC) and is likely to be the 2-keto-3-L-deoxyrhamnonate.

**Electronic supplementary material:**

The online version of this article (doi: 10.1186/s12866-017-1118-z) contains supplementary material, which is available to authorized users.

## Background

Plant biomass is mainly composed of polysaccharides. In nature, fungi secrete a broad range of polysaccharide degrading enzymes to release monosaccharides, which are then used as nutrients. Pectin is a complex plant cell wall polysaccharide that can be divided into four sub-structures: homogalacturonan (HGA), xylogalacturonan (XGA) and rhamnogalacturonan I and II (RG-I and RG-II) [1]. The backbone of RG-I is composed of alternating L-rhamnose and D-galacturonic acid residues. Long side chains of L-arabinose (arabinan), D-galactose (galactan), or a mixture of L-arabinose and D-galactose residues (arabinogalactan) can be attached to these L-rhamnose residues [2, 3].

*A. niger* is able to efficiently degrade pectin and can utilize L-rhamnose also as the sole carbon source. *A. niger* possesses enzymes that are able to enzymatically release L-rhamnose from RG-I. Endo- and exo-rhamnogalacturonase, α-rhamnosidase, rhamnogalacturonan lyase and rhamnogalacturonan acetyl esterase are all active towards the main chain of RG-I [4, 5].

An L-rhamnose transporter (RhtA) has been characterized recently in *A. niger* [6]. Interestingly, it has been found that *rhtA* is co-localized with the α-L-rhamnosidase gene *rhaB*. The transcriptional profile of *rhtA* and *rhaB* genes during a time-course growth experiment of *A. niger* on L-rhamnose suggests not only that there is a coordinated role in the release and the transport of L-rhamnose during consumption but also that strong activation of these two genes do not require high concentrations of L-rhamnose but only low levels [6].

Two pathways are known for the catabolism of L-rhamnose: a phosphorylative and a non-phosphorylative pathway. The phosphorylative pathway is only found in bacteria such as *Escherichia coli* [7], while the non-phosphorylative pathway is found in bacteria and yeasts [8–12]. In the non-phosphorylative pathway of *Schefferomyces stipitis*, L-rhamnose is converted to pyruvate and L-lactaldehyde via four metabolic reactions involving a L-rhamnose-1-dehydrogenase (RHA1) that oxidizes L-rhamnose to L-rhamnono-Y-lactone, a L-rhamnono-γ-lactonase (LRA2) that converts L-rhamnono-γ-lactone to L-rhamnonate, a L-rhamnonate dehydratase (LRA3) that converts L-rhamnonate to 2-keto-3-deoxy-L-rhamnonate (L-KDR) and a 2-keto-3-deoxy-L-rhamnonate (L-KDR) aldolase (LRA4) that converts the 2-keto-3-deoxy intermediate to pyruvate and L-lactaldehyde (Fig. 1a). All the genes (RHA1, LRA2, LRA3 and LRA4) have been identified in *S. stipitis* and the corresponding enzymes have been biochemically characterized [8, 13, 14]. The RHA1, LRA2, LRA3, LRA4 genes are organized in a cluster in *S. stipitis* together with a transcription factor with a Zn (II)2Cys6 zinc binuclear cluster domain TRC1 (Fig. 1c). This gene cluster is either fully or partially characterized in other fungal species [13]. In *A. niger*, the homologous genes of RHA1, LRA2, LRA3 designated as *lraA*, *lraB* and *lraC,* as well as the L-rhamnose regulator RhaR [15] are organized in a cluster (Fig. 1c). However, no LRA4 homolog has been found in the cluster in the *A. niger* genome (Fig. 1b). Only one of the *A. niger* L-rhamnose metabolic genes, *lraC*, has been biochemically characterized to encode a L-rhamnonate dehydratase by expressing it in *Saccharomyces cerevisiae* [16]. A double deletion of *lraC* and *lraA* in *A. niger* resulted in a strain that exhibited no L-rhamnose dehydrogenase activity and could not consume or grow on L-rhamnose [17]. It remains unknown which gene function, *lraA* or *lraC*, is actually the cause of the inability of *A. niger* to grow on L-rhamnose. As the in vivo function of none of the three individual L-rhamnose pathway genes *(lraA*, *lraB* and *lraC*) has been studied yet in *A. niger* our first goal was to perform an in vivo analysis of their function by making single gene deletion mutants in *A. niger*. Secondly, we searched and selected *lraD* candidate genes in the *A. niger* genome for making the corresponding gene deletions. And thirdly we made use of the metabolic mutants to identify the inducer of RhaR in *A. niger*. In *A. niger*, RhaR has been shown to control expression of genes involved in RG-I degradation, the L-rhamnose transporter gene (*rhtA*) as well as the L-rhamnose catabolic genes (*lraA*, *lraB* and *lraC*) during growth on L-rhamnose [6, 15, 18]. It has been suggested that L-rhamnose or a conversion product thereof could be the inducer of RhaR [15]. Blocking the individual steps in the L-rhamnose pathway would thus allow the identification of the inducer. Either the sugar itself or a metabolic pathway intermediate has been shown to induce other plant biomass related transcriptional regulators, such as L-arabinose/L-arabitol for AraR [19], D-xylose for XlnR [20] and 2-keto-3-deoxy-L-galactonate for GaaR-GaaX activator-repressor module [21]. Therefore, we did not make the deletion mutant of *rhtA* or any other putative L-rhamnose transporter in order to allow always L-rhamnose uptake.

**Fig. 1:**
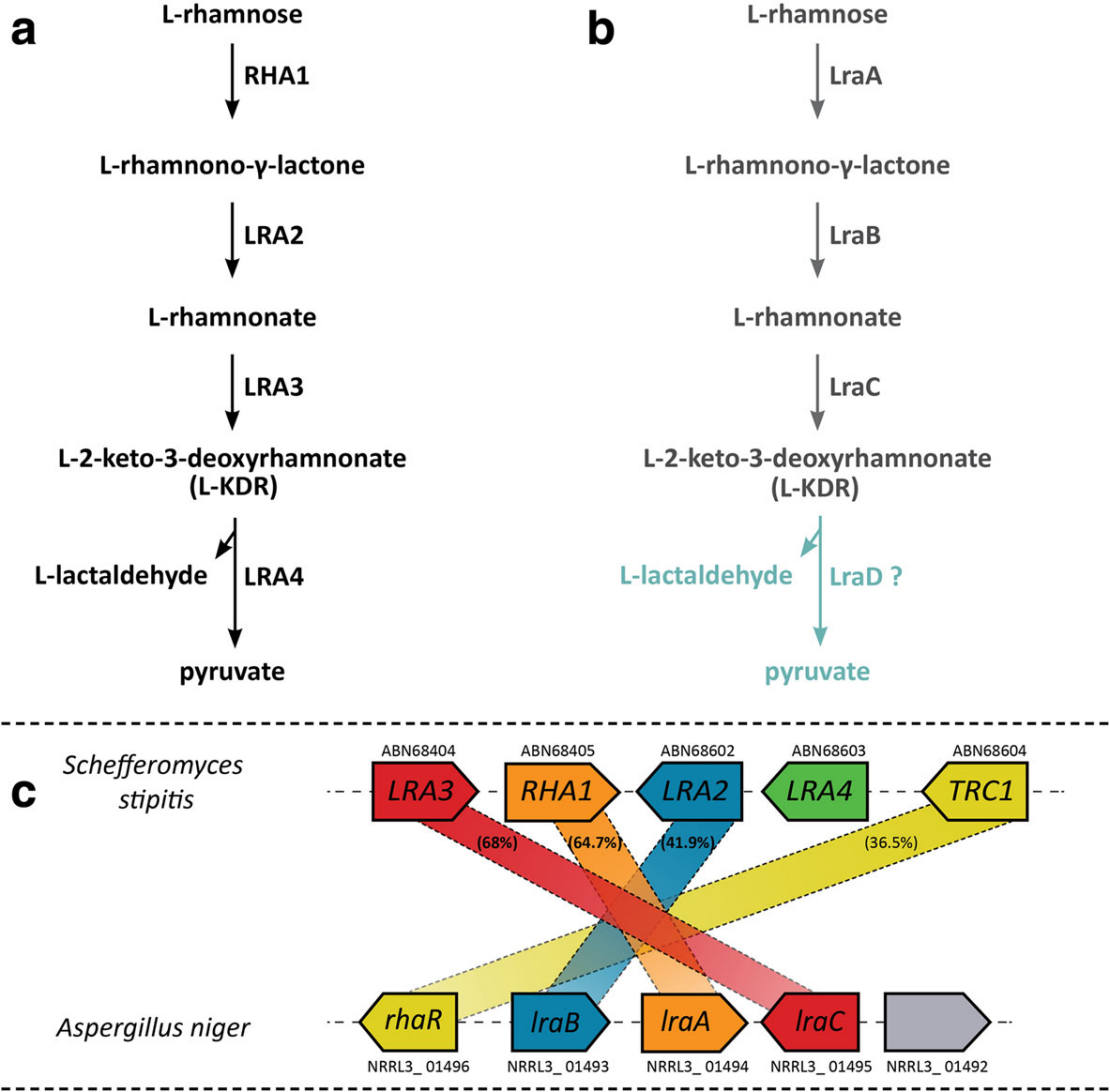
Schematic representation of the L-rhamnose metabolic pathway in *Schefferomyces Stipitis* (**a**) and in *Aspergillus niger* (**b**). Orientation of the genes in the gene cluster in *S.stipitis* and *A. niger* (**c**) (LraA = L-rhamnose-1-dehydrogenase, LraB = L-rhamnono-γ-lactonase, LraC = L-rhamnonate dehydratase, LraD = L-2-keto-3-deoxyrhamnonate aldolase (L-KDR aldolase).

Gene deletion and transcriptomic analysis performed in this study showed that *lraA*, *lraB* and *lraC* are required for growth on L-rhamnose and confirmed that RhaR plays an important role in the regulation of L-rhamnose catabolism and the degradation of pectin. The results also indicate that L-rhamnose, L-rhamnono-Y-lactone and L-rhamnonate are not the inducers of RhaR, but that this is a compound located further down in the metabolic pathway.

## Methods

### Strains, media and culture conditions

*A. niger* strain CBS 141257 (Table S1) was used to create the Δ*lraA*, Δ*lraB* and Δ*lraC* strains. The CBS 141257 strain was obtained by transformation of N593.20 with uridine (*pyrG)* from *Aspergillus oryzae* [22]. All *A. niger* strains were grown at 30 °C using minimal medium (MM, pH 6) or complete medium (CM, pH 6) [23] with 1.5% of agar. Spores plates contained CM with 2% D-glucose. Plates used in the growth profile contained MM + 25 mM monosaccharides, inoculated with 1000 spores.

Liquid cultures of two biological duplicates were inoculated with 10^6^spores/ml and incubated in a rotary shaker at 250 rpm and 30 °C. Pre-cultures for RNA isolation were grown for 16 h in 1 L Erlenmeyer flasks containing 250 ml CM with 2% D-fructose. Mycelium was washed with MM and transferred for 2 h in 250 ml Erlenmeyer flasks containing 50 ml MM supplemented with 25 mM L-rhamnose for RNA-seq. For qPCR analysis, mycelium was transferred for 2 h in 50 ml Erlenmeyer flaks containing 10 ml MM supplemented with 25 mM carbon source L-rhamnose (Fluka) or L-rhamnonate (Sigma). Mycelium was harvested by vacuum filtration, dried between tissue paper and frozen in liquid nitrogen. New strains were deposited at the Westerdijk Fungal Biodiversity Institute with strain numbers indicated in Additional file 1: Table S1.

### Molecular biology methods and fungal transformation

To construct the deletion cassettes, the upstream and downstream flanks of the genes (*lraA*, *lraB* and *lraC*) were amplified using PCR with gene specific primers (Additional file 2: Table S2). The upstream flank reverse primer and downstream flank forward primer carried homologous sequences, overlapping the ends of the *pyrG* selection cassette. The *pyrG* cassette was amplified from pRV1005 and purified using the Wizard_ SV Gel and PCR Clean-Up Start-Up Kits (Promega). These three fragments were combined in a fusion PCR reaction, to generate the deletion cassette. The fusion PCR mixture contained 1 μl of each PCR product, 12.5 μL GoTaq_ Long PCR Master Mix (Promega), 2 μL of each 10 mM primer in a total volume of 25 μL. The following PCR conditions were used: 2 min at 94 °C, 20 s at 94 °C, 20 s at 58 °C, 5 min at 68 °C for 30 cycles and finally an additional 10 min at 68 °C. The amplified deletion cassettes were purified using the Wizard_ SV Gel and PCR Clean-Up Start-Up Kits (Promega). Purified DNA (5 μg) of the deletion cassette was used to transform *A. niger*. Protoplast-mediated transformations of *A. niger* were performed as described [24]. DNA was isolated from frozen mycelium, ground with a Tissue Lyser (QIAGEN) using a standard chloroform/phenol extraction. For screening of the *A. niger* transformants, a PCR was performed using genomic DNA of the transformants. Gene-specific sets of primers were used to check the absence or presence of the ORF (Additional file 2: Table S2). The resulting strains are listed in Additional file 1: Table S1.

### RNA extraction, cDNA library preparation and RNA-seq

Total RNA was extracted from mycelium ground in a Tissue Lyser (QIAGEN) using the TRIzol reagent (Invitrogen, Breda, The Netherlands) according to the instructions of the manufacturer. Total RNA samples were purified with the NucleoSpin RNA Clean-up Kit (Macherey-Nagel). Contaminating gDNA was removed by an rDNase solution directly on the silica membrane. RNA integrity and quantity were analyzed on a 1% agarose gel using gel electrophoresis and with the RNA6000 Nano Assay using the Agilent 2100 Bioanalyzer (Agilent Technologies). cDNA library preparation and sequencing reactions were conducted at BGI Tech Solutions Co., Ltd. (Hong Kong). Illumina library preparation, clustering, and sequencing reagents were used throughout the process following the manufacturer’s recommendations (http://illumina.com). mRNA was purified using poly-T oligonucleotide-attached magnetic beads and then fragmented. The first and second strands cDNA were synthesized and end repaired. Adaptors were ligated after adenylation at the 3′ end. After gel purification, cDNA templates were enriched by PCR. cDNA libraries were validated using the Agilent 2100 Bioanalyzer (Agilent Technologies) and quantified by qPCR. Single-read samples were sequenced using Illumina HiSeq™ 2000 platform (http://illumina.com). On average 51 bp sequenced reads were constituted, producing approximately a yield of 360 MB raw sequence for each sample.

### RNA-seq data analysis and functional annotation

Raw reads were produced from the original image data by base calling. After data filtering, the adaptor sequences, highly ‘N’ containing reads (> 10% of unknown bases) and low quality reads (more than 50% bases with quality value of < 5%) were removed. After data filtering, on average, ∼ 99% clean reads remained in each sample. Clean reads were then mapped to the genome of *A. niger* NRRL3 (http://genome.jgi.doe.gov/Aspni_NRRL3_1/Aspni_NRRL3_1.home.html) using BWA [25, 26]. No more than two mismatches were allowed in the alignment. On average, 70% total mapped reads to the gene was achieved. We refer to *A. niger* gene IDs based on the most up-to-date and accurate annotation of the *A. niger* NRRL3 genome (http://genome.fungalgenomics.ca/). The gene expression level (FPKM) was calculated by using RSEM tool [27]. Genes with expression value higher than 120 were considered highly expressed (approximately top 5%) and differential expression was identified by Student’s t-test with a *P*-value cutoff 0.05. The RNA-seq data have been submitted to Gene Expression Omnibus (GEO) [28] with accession number: GSE99865.

### qRT-PCR analysis

cDNA was prepared from total RNA (2.5 μg) using Thermoscript RT (Invitrogen) according to the instructions of the manufacturer. The sequences of all primers for qRT-PCR analysis were designed using the Primer Express 3.0 software (Applied Biosystems). The primers were tested to determine the optimal primer concentrations and efficiency. Combinations of the 50 nM, 300 nM and 900 nM (final concentration) per primer pair were checked, and based on the dissociation curve the optimal primer concentration per primer pair was chosen. The primer sequences of the tested genes and the reference gene are listed in Additional file 3: Table S3. qPCR analysis was performed by using the ABI 7500 fast real-time PCR system (Applied Biosystems). The reactions consisted of 2 μl forward and reverse primers at optimal concentration, 20 ng cDNA sample, 10 μl ABI Fast SYBR Master Mix (Applied Biosystems), and water to a final volume of 20 μl. The cycling parameters were 95 °C for 20 s, followed by 40 cycles of 95 °C for 3 s and 60 °C for 30 s. A dissociation curve was generated to verify that a single product was amplified. Transcript levels were normalized against the histone H2B gene expression and quantified according to the formula 2 –(Ct gene X – Ct H2B) [29]. Two biological and three technical replicates were analyzed.

## Results

### In vivo effects of deleting the L-rhamnose metabolic genes

The candidate genes for the first three enzymatic reactions of the L-rhamnose pathway are homologs of the characterized genes of *S. stipitis* [15]. The single deletions in NRRL3_08837 (Δ*lraA*), NRRL3_01493 (Δ*lraB)* and NRRL3_10522 (Δ*lraC)* resulted in strains that are unable to grow on L-rhamnose (Fig. 2) compared to the reference strain. A similar growth phenotype was observed on L-rhamnose for the Δ*rhaR* strain (Fig. 2). The small colonies observed for the metabolic deletion mutants on L-rhamnose is background growth since the plates looked similar to our control agar plates without any carbon source added (Fig. 2). Growth of the metabolic deletion mutants on D-glucose was similar to the reference (Fig. 2). This result indicates that all three genes of the pathway are essential for the conversion of L-rhamnose. Growth of Δ*lraA* and Δ*lraB* was reduced on L-rhamnonate, while no growth was observed in the Δ*rhaR* and Δ*lraC* on L-rhamnonate (Fig. 2).

**Fig. 2:**
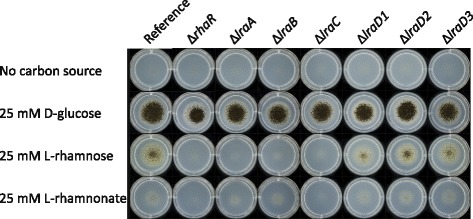
Growth profile on L-rhamnose, L-rhamnonate and D-glucose of the reference strain and the deletion mutants. The reference, Δ*lraA*, Δ*lraD1*, Δ*lraD2* and Δ*lraD3* were grown on MM with 25 mM L-rhamnose, 25 mM L-rhamnonate and 25 mM D-glucose for 4 days at 30 °C. Spore inoculations were done with 1000 spores

Previously, it was already shown by performing a bidirectional BLAST analysis that the closest homolog of *S. stipitis* LRA4 is NRRL_08779 [15]. However, this gene is not found in the *A. niger* L-rhamnose cluster (Fig. 1c), it is not induced on L-rhamnose compared to D-glucose and its expression is not affected in the Δ*rhaR* mutant on L-rhamnose compared to the reference strain (Additional file 4: Table S4). In addition, it has a very low expression level in all growth conditions tested. In order to search for candidate genes for the L-KDR aldolase (*lraD*), we analyzed the *A. niger* genome for genes containing any of the InterPro and PFAM domains (Additional file 4: Table S4), similar domains to those found in *S. stipitis* LRA4 [13]. The most similar gene to *S. stipitis* LRA4, NRRL_08779, is not significantly expressed on L-rhamnose in the micro-array data, nor in any other in-house micro-array or RNAseq datasets, and was also not detected by qPCR on either L-rhamnose or L-rhamnonate (data not shown), and was therefore excluded as a candidate for this enzymatic function in *A. niger*. We therefore compared the expression between L-rhamnose and D-glucose of all candidate genes containing the relevant domains and ranked them by fold-change between L-rhamnose and D-glucose, resulting in the selection of three candidate genes (NRRL3_03899, NRRL3_05649, NRRL3_06731). The first candidate was 39-fold up-regulated, the second one was 24-fold up-regulated and the third one was 3-fold up regulated on L-rhamnose in comparison to D-glucose (Additional file 4: Table S4). The other genes were either not induced on L-rhamnose compared to D-glucose or not expressed at all. These three candidate genes for *lraD* were deleted in the *A. niger* CBS 141257. Growth phenotypic analysis of the mutants (Δ*lraD1*, Δ*lraD2,* Δ*lraD3*) was performed and growth on L-rhamnose was compared to the reference strain. Deletion of the genes did not affect growth on L-rhamnose and L-rhamnonate (Fig. 2), suggesting that these genes are not the functional homologs of *S. stipitis* LRA4.

### L-KDR is most likely the inducer of the pathway specific regulator RhaR

RhaR was previously identified as an L-rhamnose-responsive transcription factor gene with a role in induction of genes involved in L-rhamnose transport, catabolism and in RG-I degradation [6, 15]. To test the effect of the three metabolic gene deletions on the induction of L-rhamnose responsive genes, RNA-seq analysis was performed. The reference strain and the KO strains Δ*lraA*, Δ*lraB*, Δ*lraC* and Δ*rhaR* were pre-grown in liquid cultures containing MM with fructose and then transferred to MM with L-rhamnose. 

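Each strain was sequenced as 2 replicate libraries, sampled 2 h after the transfer to 25 mM L-rhamnose, which gives 10 libraries of 5 strains. The authors mapped the cleaned reads to the NRRL3 genome with BWA and estimated with RSEM an expected count for each gene, which is not normalized, and an FPKM value. The expected counts add up to between 4123825 and 4388238 reads per library, with a median of 4359433 in the reference strain, 4236342 in Δ*lraA*, 4190736 in Δ*lraB*, 4225306 in Δ*lraC* and 4124970 in Δ*rhaR*. The counts were compared with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 10 libraries, over the 9189 of 11408 listed genes that passed a filter on low counts. A gene was called different at a Benjamini-Hochberg adjusted p under 0.05 together with a fold change above 1.5. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.33, so all adjusted p-values given here come from the fit across genes.
In Δ*lraA*, 927 genes were called lower and 643 higher than in the reference strain. The calls were 880 lower and 751 higher in Δ*lraB*, 781 lower and 760 higher in Δ*lraC*, and 1326 lower and 1431 higher in Δ*rhaR*. The largest change in these counts by ratio was in the lower calls of Δ*rhaR*, where the paper's criterion of an unadjusted p and a fold change on FPKM gave 431 lower genes. That criterion gave 612 lower genes in Δ*lraA*, 472 in Δ*lraB* and 482 in Δ*lraC*. With only the 2 groups compared in the fit, Δ*lraC* had 404 lower and 332 higher genes. With library totals in place of TMM factors, the balance of lower and higher calls changed, to 657 lower and 1093 higher in Δ*lraB*, 669 and 915 in Δ*lraC*, and 709 and 2853 in Δ*rhaR*, while Δ*lraA* had 820 and 779. The median log2 fold change of all genes shifted by 0.38 in Δ*rhaR* with this scaling, 0.15 in Δ*lraB*, 0.07 in Δ*lraC* and 0.06 in Δ*lraA*. The fold changes given here are relative to the TMM scaling. Counting error alone gives a chi-square of about 1 per gene between 2 replicates. The measured value was 23.1 in the reference strain, 3.54 in Δ*lraA*, 6.21 in Δ*lraB*, 18.3 in Δ*lraC* and 8.46 in Δ*rhaR*, so the replicates differed by more than counting error in every strain. A count of 0 allows up to 3 reads in a library, and this limit covers counting error only, because the reads carry no molecular identifiers.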

RNA-seq analysis showed that the expression levels of *lraA*, *lraB* and *lraC* were close to 0, in Δ*lraA*, Δ*lraB* and Δ*lraC*, respectively (Fig. 3) confirming the deletion of these genes. 

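In Δ*lraA*, *lraA* (NRRL3_01494) had 28 and 15 reads in the 2 libraries and 6.28 ± 2.73 FPKM (SD, n = 2), which is 0.302% of the 2078 ± 139 FPKM (SD, n = 2) of the reference strain. Its log2 fold change was −8.42 (standard error 0.35, adjusted p = 1.18e-07 from edgeR's quasi-likelihood test) and lay between −8.94 and −8.04 with each library of the comparison left out in turn. *lraB* (NRRL3_01493) had 9 reads in each Δ*lraB* library, a log2 fold change of −6.99 (standard error 0.18, adjusted p = 5.17e-09) from 228 ± 13.5 FPKM (SD, n = 2) in the reference strain. *lraC* (NRRL3_01495) had 65 and 78 reads in Δ*lraC* and 13.3 ± 1.60 FPKM (SD, n = 2), against 6723 ± 759 FPKM (SD, n = 2) in the reference strain, a log2 fold change of −9.04 (standard error 0.35, adjusted p = 4.75e-08). The identifiers of *lraA* and *lraC* are those of Fig. 1c and Table S3. The identifiers that the Results text gives for these genes belong to genes that were still expressed. NRRL3_08837 had 9.64 ± 3.63 FPKM (SD, n = 2) in Δ*lraA* and 12.8 ± 4.98 FPKM (SD, n = 2) in the reference strain. NRRL3_10522 had 219.5 ± 1.97 FPKM (SD, n = 2) in Δ*lraC* and 263 ± 32.4 FPKM (SD, n = 2) in the reference strain, a difference that was not called (log2 fold change −0.32, standard error 0.12, adjusted p = 0.0793).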

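In Δ*lraA*, the log2 fold change against the reference strain was −1.06 for *lraB* (standard error 0.12, adjusted p = 0.000135 from edgeR's quasi-likelihood test) and −3.53 for *lraC* (standard error 0.27, adjusted p = 8.55e-06). In Δ*lraB*, it was −3.06 for *lraA* (standard error 0.26, adjusted p = 1.59e-05) and −3.11 for *lraC* (standard error 0.26, adjusted p = 1.59e-05). In Δ*lraC*, it was −2.62 for *lraA* (standard error 0.25, adjusted p = 5.91e-05) and −0.94 for *lraB* (standard error 0.12, adjusted p = 0.000324). The level that remained differed between the genes: *lraB* kept 50.02% of its reference FPKM in Δ*lraA* and 54.3% in Δ*lraC*, *lraA* kept 13.3% in Δ*lraB* and 17.0% in Δ*lraC*, and *lraC* kept 8.97% in Δ*lraA* and 12.7% in Δ*lraB*. Compared directly, *lraA* did not differ between Δ*lraC* and Δ*lraB* (log2 difference 0.43, adjusted p = 0.312), nor did *lraC* between Δ*lraA* and Δ*lraB* (−0.42, adjusted p = 0.249) or *lraB* between Δ*lraC* and Δ*lraA* (0.11, adjusted p = 0.624). NRRL3_01492, the gene beside *lraB* in Fig. 1c, fell by 0.65 on the log2 scale in Δ*lraA* (standard error 0.13, adjusted p = 0.00599) and by 0.69 in Δ*lraB* (standard error 0.13, adjusted p = 0.00393), but was not called in Δ*lraC* (log2 fold change −0.15, standard error 0.13, adjusted p = 0.449), where it kept 94.2% of its reference FPKM. In Δ*lraB*, its fold change stayed under 1.5 with library totals (−0.54).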

When *lraA, lraB* or *lraC* are deleted*,* the expression level of the other genes of the L-rhamnose pathway is reduced (Fig. 3). A high expression level was observed for *rhaR* in the wild type, which was reduced to almost zero in Δ*lraC*, but only a small reduction in its expression was visible in Δ*lraA* and Δ*lraB* (Fig. 3). 

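*rhaR* (NRRL3_01496) had 174.6 ± 28.4 FPKM (SD, n = 2) in the reference strain, 88.2 ± 2.72 (SD, n = 2) in Δ*lraA*, 113 ± 9.86 (SD, n = 2) in Δ*lraB* and 3.83 ± 1.22 (SD, n = 2) in Δ*lraC*. In Δ*lraC* it had 50 and 32 reads, and in Δ*rhaR*, where the gene itself was deleted, 8 and 16 reads. The log2 fold change was −1.04 in Δ*lraA* (standard error 0.19, adjusted p = 0.00312 from edgeR's quasi-likelihood test), −0.78 in Δ*lraB* (standard error 0.19, adjusted p = 0.0137), −5.57 in Δ*lraC* (standard error 0.24, adjusted p = 1.18e-07) and −7.61 in Δ*rhaR* (standard error 0.28, adjusted p = 3.13e-08). The calls in Δ*lraA* and Δ*lraB* were both lost with limma on log2(FPKM + 0.1), with log2 fold changes of −0.97 and −0.63. Compared directly, *rhaR* was lower in Δ*lraC* than in Δ*lraA* (log2 difference −4.54, standard error 0.24, adjusted p = 9.62e-07) and than in Δ*lraB* (−4.80, standard error 0.24, adjusted p = 5.22e-07). It was higher in Δ*lraC* than in Δ*rhaR* (2.03, standard error 0.33, adjusted p = 0.000683).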

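In Δ*rhaR*, *lraA* had 87.7 ± 1.66 FPKM (SD, n = 2), a log2 fold change of −4.94 against the reference strain (standard error 0.28, adjusted p = 4.11e-07 from edgeR's quasi-likelihood test). *lraB* had 68.9 ± 5.03 FPKM (SD, n = 2), a log2 fold change of −2.10 (standard error 0.12, adjusted p = 4.89e-07). *lraC* had 91 and 154 reads in the 2 libraries, which is 23.4 ± 8.49 FPKM (SD, n = 2), a log2 fold change of −8.54 (standard error 0.34, adjusted p = 4.4e-08). NRRL3_01492, which lies beside *lraB* in Fig. 1c, was also lower (−1.75, standard error 0.13, adjusted p = 4.25e-06).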

In the Δ*rhaR* mutant, expression of *lraA*, *lraB* and *lraC* is strongly reduced, confirming that these genes are under control of RhaR, as previously reported [15]. In the Δ*lraA* and Δ*lraB* mutant, the expression level of the L-rhamnose transporter gene (*rhtA*) is strongly reduced (Fig. 3; Additional file 5: Table S5). However, *rhtA* was not expressed in the Δ*lraC* and Δ*rhaR* mutants (Fig. 3). 

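*rhtA* (NRRL3_03278) had 809 ± 66.2 FPKM (SD, n = 2) in the reference strain, 154 ± 12.1 (SD, n = 2) in Δ*lraA* and 242 ± 53.0 (SD, n = 2) in Δ*lraB*. The log2 fold change was −2.46 in Δ*lraA* (standard error 0.21, adjusted p = 1.81e-05 from edgeR's quasi-likelihood test) and −1.89 in Δ*lraB* (standard error 0.20, adjusted p = 0.000102). The difference between Δ*lraA* and Δ*lraB* was not called (log2 difference −0.56, standard error 0.20, adjusted p = 0.0677).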

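A few reads of *rhtA* were counted in each of these libraries: 16 and 18 in Δ*lraC*, and 18 and 30 in Δ*rhaR*. These counts correspond to 2.85 ± 0.212 FPKM (SD, n = 2) in Δ*lraC* and 4.12 ± 1.46 FPKM (SD, n = 2) in Δ*rhaR*, and are above the 3 reads that a count of 0 allows. They are 0.352% and 0.509% of the reference FPKM. The deleted genes themselves kept from 0.198% (*lraC* in Δ*lraC*) to 0.86% (*lraB* in Δ*lraB*). The *rhtA* reads lie within that range, so they do not show expression above such a background. The log2 fold change against the reference strain was −8.21 in Δ*lraC* (standard error 0.29, adjusted p = 3.85e-08 from edgeR's quasi-likelihood test) and −7.99 in Δ*rhaR* (standard error 0.28, adjusted p = 3e-08). No difference between Δ*lraC* and Δ*rhaR* was detectable (log2 difference −0.22, standard error 0.35, adjusted p = 0.635).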

Only one of the other candidate L-rhamnose transporter genes described previously [6] showed a similar gene expression profile in the reference strain and the metabolic mutants (NRRL3_02828).

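Table S5 lists 8 transporter genes, and 3 of them were called lower in all 4 mutants: *rhtA*, NRRL3_02828 and NRRL3_09860. NRRL3_02828 fell from 836 ± 23.4 FPKM (SD, n = 2) in the reference strain to 5.02 ± 0.721 (SD, n = 2) in Δ*lraC*, and its log2 fold change was −2.85 in Δ*lraA*, −2.53 in Δ*lraB*, −7.44 in Δ*lraC* and −7.85 in Δ*rhaR*, with a standard error of 0.25 or less. NRRL3_09860 fell from 502 ± 60.2 FPKM (SD, n = 2) in the reference strain, with log2 fold changes of −4.12 in Δ*lraA*, −3.76 in Δ*lraB*, −4.39 in Δ*lraC* and −4.73 in Δ*rhaR*, and a standard error of 0.22 or less. Compared directly, NRRL3_02828 was lower in Δ*lraC* than in Δ*lraA* (log2 difference −4.59, adjusted p = 6.3e-07 from edgeR's quasi-likelihood test), whereas NRRL3_09860 did not differ between them (−0.28, adjusted p = 0.453). The other genes of the table were not lower in all 4 mutants. NRRL3_06137 varied between the reference replicates (94 and 292 reads) and was called in no mutant. NRRL3_01652 was higher in Δ*lraA* (log2 fold change 1.16, adjusted p = 0.00684) and lower in Δ*rhaR* (−0.77, adjusted p = 0.0298), the latter not with library totals (−0.38). NRRL3_03147 was higher in Δ*lraB* (0.81, adjusted p = 0.018), NRRL3_10300 in Δ*lraB*, Δ*lraC* (1.02, adjusted p = 0.00187) and Δ*rhaR* (1.33, adjusted p = 0.000163), and NRRL3_00235 in Δ*lraA* (0.92, adjusted p = 0.00255) and Δ*rhaR* (2.39, adjusted p = 1.45e-06).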

**Fig. 3:**
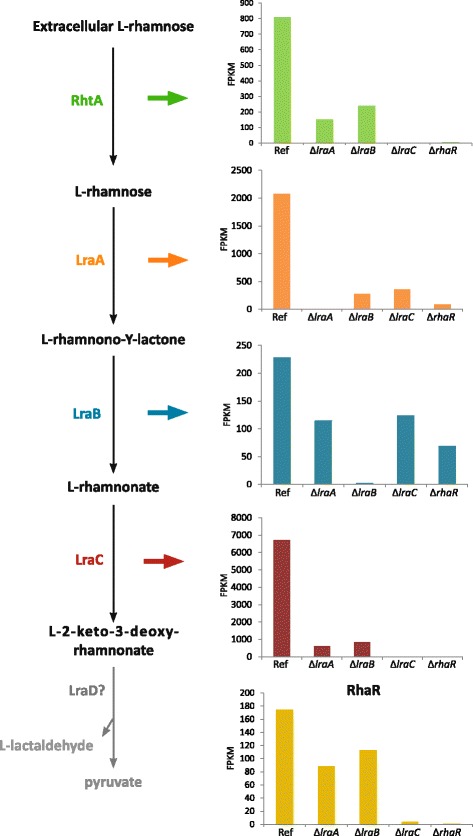
Schematic representation of the expression of *rhtA*, *lraA, lraB* and *lraC* in the L-rhamnose pathway and *rhaR* in *A. niger* Δ*lraA*, Δ*lraB*, Δ*lraC* and Δ*rhaR* strains after 2 h of transfer from fructose to liquid medium containing 25 mM of L-rhamnose*.* Gene expression values are presented in FPKM

In summary, these results show that in the Δ*lraA*, Δ*lraB* or Δ*lraC* mutant, the transcript level of the other metabolic pathway genes and the transporter gene is reduced. It is most likely that this reduction in gene expression is due to lack of inducer formation and that accumulation of L-rhamnose, L-rhamnono-y-lactone and L-rhamnonate does not result in hyper-induction of RhaR-regulated genes as was seen previously for the *A. niger* Δ*gaaC* mutant during growth on D-galacturonic acid [21]. These results also demonstrate that L-rhamnose, L-rhamnono-γ-lactone and L-rhamnonate are not the inducers of RhaR, and we therefore hypothesized that the inducer is formed further down in the L-rhamnose catabolic pathway and it therefore might be L-KDR. 

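Across all genes tested, 165 were called lower and 88 higher in all 4 mutants. With library totals in place of TMM factors the balance was the other way, with 119 lower and 173 higher, and limma on log2(FPKM + 0.1) gave 94 lower and 178 higher. Unchanged groups simulated against the same reference libraries gave 0 lower and 0 higher in each of 50 simulations, and on average 1.78 genes with any call. All 4 comparisons use the same reference libraries, so their fold changes correlate without any effect. The observed correlation across genes was r = 0.567 between Δ*lraA* and Δ*lraB*, 0.646 between Δ*lraA* and Δ*lraC* and 0.669 between Δ*lraB* and Δ*lraC*, each above every simulated value of its pair (highest 0.533, 0.536 and 0.544). With Δ*rhaR* it was 0.271 for Δ*lraA*, 0.312 for Δ*lraB* and 0.395 for Δ*lraC*, each below every simulated value (lowest 0.472, 0.477 and 0.470). These simulations give every strain the same spread, whereas the reference replicates differed most. With a spread of its own for each strain, a choice made after these values were seen, 50 simulations gave r from 0.697 to 0.740 between Δ*lraA* and Δ*lraB*, from 0.631 to 0.673 between Δ*lraA* and Δ*lraC* and from 0.615 to 0.665 between Δ*lraB* and Δ*lraC*, with at most 1 gene lower and 3 higher in all 4 mutants. Against these simulations the observed r was below every value between Δ*lraA* and Δ*lraB*, within the range between Δ*lraA* and Δ*lraC*, and above every value between Δ*lraB* and Δ*lraC*. What the excess between Δ*lraB* and Δ*lraC* comes from was not tested, and the spread of each strain is known from only 2 libraries. The simulated groups hold no changes, whereas changes that a pair of mutants does not share lower r. An observed r within or below the simulated range therefore does not exclude a shared response. The sign was the same in all 4 mutants for 31.8% of the genes, and for 40.4% (from 38.9% to 42.2%) in the simulations with equal spread and 53.1% (from 51.4% to 54.3%) in the others. The genes are not independent replicates. Between pairs of mutants, 1516 genes differed between Δ*lraA* and Δ*lraB* (799 with a covariate for the replicate difference, chosen after seeing the data), 855 between Δ*lraC* and Δ*lraA*, 554 between Δ*lraC* and Δ*lraB*, and 3384 between Δ*lraC* and Δ*rhaR*. From the lower expression of the pathway and transporter genes in the metabolic mutants, the paper proposes that the inducer of RhaR is not formed in them. It concludes that L-rhamnose, its lactone and L-rhamnonate do not act as the inducer, and hypothesizes that the inducer arises later in the pathway, naming L-KDR.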

To strengthen this hypothesis, we checked the expression of six rhamnose-induced genes after 2 h of transfer of the metabolic mutants to L-rhamnonate as well. Fructose pre-grown mycelium of the reference, Δ*rhaR*, Δ*lraA*, Δ*lraB* and Δ*lraC* strains were transferred to MM supplemented with either L-rhamnose or L-rhamnonate. qPCR analysis showed reduced expression levels for *lraC*, *lraB*, *lraC*, *rhaR*, rhamnogalacturonan lyase (*rglB)*, exo-rhamnogalacturonan hydrolase *(rgxA)* and rhamnogalacturonan acetylesterase *(rgaeA)* in the *lraA* and *lraC* mutants compared to the reference, after 2 h of culture in L-rhamnose, confirming our RNA-seq data results (Fig. 4a-g). Except for *rhaR* and *rgaeA*, the expression level of the genes is higher in Δ*lraB* compared to the reference strain (Fig. 4d and g). Interestingly, all six genes were induced during 2 h of growth of the reference strain on L-rhamnonate (Fig. 4h-n). Transcript levels were similar to those observed for the reference strain on L-rhamnose (Fig. 4a-g). Deletion of either *lraA* or *lraB* did not affect the expression of the other metabolic genes, the *rhaR* gene and the three RG-I specific genes. However, strongly reduced expression levels of *lraA*, *lraB*, *rhaR*, *rglB*, *rgxA* and *rgaeA* were observed in the Δ*lraC* mutant upon the 2 h transfer to L-rhamnonate compared to the reference strain (Fig. 4h-n).

**Fig. 4:**
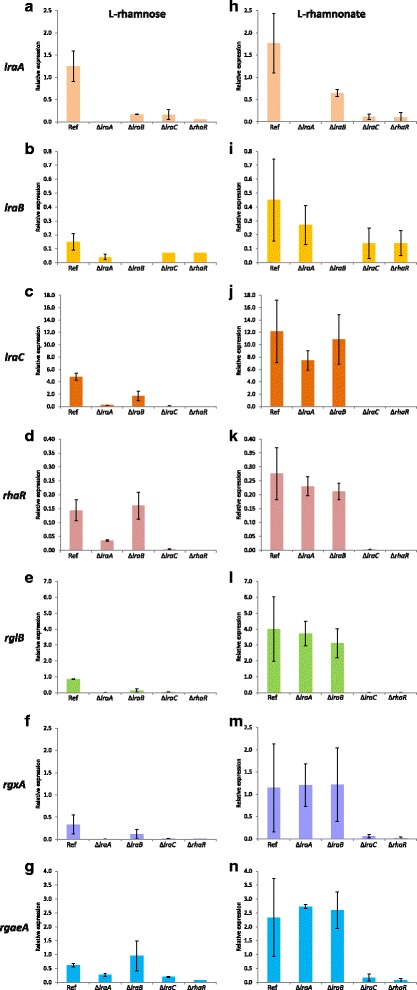
Expression levels of *lraA* (**a**;**h**), *lraB* (**b**;**i**), *lraC* (**c**;**j**), *rhaR* (**d**;**k**), *rglB* (**e**;**l**), *rgxA* (**f**;**m**) and *rgaeA* (**g**;**n**) in *A. niger* Δ*lraA*, Δ*lraB*, Δ*lraC* and Δ*rhaR* mutants *.* The expression was measured in the reference and single mutant strains of *A. niger* after a transfer for 2 h on L-rhamnose (**a-g**) and L-rhamnonate (**h-n**). The columns represent the mean and error bars represent standard deviation between biological replicates

### CAZy genes involved in degradation of the RG-I were down-regulated in the L-rhamnose pathway mutants

The expression of pectinolytic genes was compared between the L-rhamnose pathway mutants and the reference strain after a transfer for 2 h from fructose to liquid medium containing 25 mM of L-rhamnose to study the transcript profiles of all rhamnose-induced genes in detail. Pectinolytic genes were divided into subclasses, depending on where they act on the pectin backbone: homogalacturonan (HGA), xylogalacturonan (XGA), rhamnogalacturonan-I (RG-I) and side chains (SC) (Additional file 6: Table S6). Most of the genes involved in the degradation of the RG-I backbone were down-regulated in the *lraA*, *lraB*, *lraC* and *rhaR* deletion mutants compared to the reference strain: two genes encoding GH28 exo-rhamnogalacturonases (*rgxA:* NRRL3_02832; *rgxB*: NRRL3_08631), four putative GH78 α-rhamnosidases (NRRL3_02162; NRRL3_06304; NRRL3_03279; NRRL3_07520), one gene encoding a GH105 unsaturated rhamnogalacturonan hydrolase (*urhgA*; NRRL3_00839), one gene encoding a PL4 rhamnogalacturonan lyase (*rglB*; NRRL3_10115) and two genes encoding CE12 rhamnogalacturonan acetyl esterases (*rgaeA*; NRRL3_00169 and *rgaeB*; NRRL3_07501) (Table 1 and Additional file 6: Table S6). 

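Of the RG-I genes in Table S6, 17 had enough reads to be tested, and 13 of them were called lower in Δ*lraA*, 12 in Δ*lraB*, 13 in Δ*lraC* and 13 in Δ*rhaR*. In each mutant 0 were called higher, and 0 had a higher level at an unadjusted p under 0.05. The genes lower in all 4 mutants were *rgxA*, *rgxB*, NRRL3_02162, NRRL3_06304, NRRL3_03279, NRRL3_07520, *urhgA*, *rglB*, *rgaeA* and *rgaeB*, and also *rgxC* (NRRL3_10559) and NRRL3_04245.
*rglB* fell from 2076 ± 360 FPKM (SD, n = 2) in the reference strain to 53.1 ± 0.948 (SD, n = 2) in Δ*lraA* and 7.93 ± 1.68 (SD, n = 2) in Δ*lraC*, with log2 fold changes of −5.34 in Δ*lraA* (standard error 0.28, adjusted p = 5.55e-07 from edgeR's quasi-likelihood test), −4.02 in Δ*lraB* (standard error 0.26, adjusted p = 2.93e-06), −8.09 in Δ*lraC* (standard error 0.32, adjusted p = 5.85e-08) and −7.99 in Δ*rhaR* (standard error 0.32, adjusted p = 4.4e-08). *rgaeA* changed least in Δ*lraA* (−1.95, standard error 0.26, adjusted p = 0.000438), and NRRL3_03279, which follows *rhtA* in the order of the identifiers, changed least in Δ*lraB* (−2.09, standard error 0.18, adjusted p = 1.84e-05). *rgxB*, with 361 and 297 reads in the reference strain, had 0 and 1 reads in Δ*lraC* and 0 reads in both Δ*rhaR* libraries, so it was at least 111-fold lower in Δ*lraC* and at least 134-fold lower in Δ*rhaR*. *rgxC*, with 32 and 33 reads in the reference strain, was at least 11.0-fold lower in Δ*lraA* and in Δ*lraC*, and its call in Δ*lraB* was lost with limma on log2(FPKM + 0.1) (log2 fold change −2.85). Compared directly, 7 of these genes were lower in Δ*lraC* than in both Δ*lraA* and Δ*lraB*, and 1 differed between Δ*lraC* and Δ*rhaR*.

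**Figure D1:**
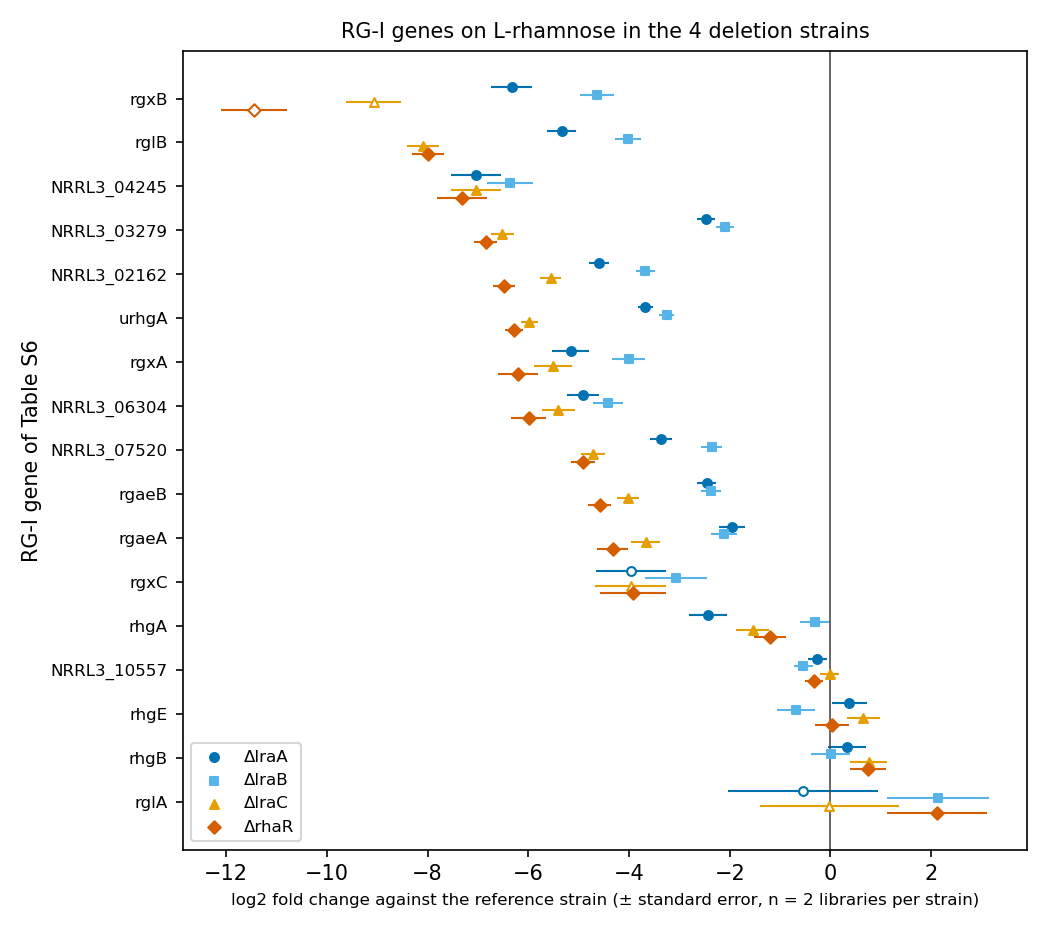
Log2 fold change against the reference strain (horizontal axis, with standard error bars) of the 17 tested RG-I genes in the 4 mutants. Open symbols mark genes with at most 3 reads in both libraries of the mutant, where the fitted value is not a measured size. To the left of 0 with a call in all 4 mutants lie 12 genes.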

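The pectin lyase gene *pelF* (NRRL3_04153) had 42.7 ± 0.389 FPKM (SD, n = 2) in the reference strain, 61.0 ± 5.03 (SD, n = 2) in Δ*lraA*, 60.2 ± 14.2 (SD, n = 2) in Δ*lraB*, 61.5 ± 4.58 (SD, n = 2) in Δ*lraC* and 32.7 ± 3.32 (SD, n = 2) in Δ*rhaR*. Its log2 fold change was 0.46 in Δ*lraA* (standard error 0.18, adjusted p = 0.0982 from edgeR's quasi-likelihood test), 0.35 in Δ*lraB* (standard error 0.18, adjusted p = 0.207), 0.46 in Δ*lraC* (standard error 0.18, adjusted p = 0.1) and −0.76 in Δ*rhaR* (standard error 0.19, adjusted p = 0.00923). The call in Δ*rhaR* was lost with library totals (−0.38). The pectin acetyl esterase gene *paeA* (NRRL3_06053) had 26.3 ± 6.37 FPKM (SD, n = 2) in the reference strain, and its log2 fold change was 0.09 in Δ*lraA* (standard error 0.22, adjusted p = 0.806), −0.51 in Δ*lraB* (standard error 0.22, adjusted p = 0.132), −0.31 in Δ*lraC* (standard error 0.22, adjusted p = 0.351) and −1.95 in Δ*rhaR* (standard error 0.24, adjusted p = 0.000142). The reference replicates of *paeA* had 101 and 141 reads, and its direction depended on them: without replicate 1 the value in Δ*lraA* was −0.18, and without replicate 2 the value in Δ*lraC* was 0.01.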

Two pectinolytic genes involved in the degradation of HGA and XGA, one PL1 pectin lyase (*pelF*; NRRL3_04153) and one CE12 pectin acetyl esterase (*paeA*; NRRL3_06053), showed a strongly reduced expression level on L-rhamnose in all metabolic deletion strains and in Δ*rhaR* compared to the reference strain (Additional file 6: Table S6). 

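The β-galactosidase gene *lacC* (NRRL3_11738) fell from 130 ± 4.50 FPKM (SD, n = 2) in the reference strain, with log2 fold changes of −3.80 in Δ*lraA* (standard error 0.21, adjusted p = 7.53e-07 from edgeR's quasi-likelihood test), −2.84 in Δ*lraB* (standard error 0.19, adjusted p = 3.92e-06), −5.27 in Δ*lraC* (standard error 0.23, adjusted p = 1.18e-07) and −4.58 in Δ*rhaR* (standard error 0.22, adjusted p = 1.17e-07). The β-xylosidase gene *xlnD* (NRRL3_02451) had 132 ± 9.68 FPKM (SD, n = 2) in the reference strain. Its log2 fold change was −0.61 in Δ*lraA* (standard error 0.15, adjusted p = 0.016), −1.07 in Δ*lraB* (standard error 0.15, adjusted p = 0.000743), −0.45 in Δ*lraC* (standard error 0.15, adjusted p = 0.0612) and −0.10 in Δ*rhaR* (standard error 0.15, adjusted p = 0.634). With library totals, *xlnD* was 0.28 higher in Δ*rhaR* on the log2 scale, and its fold change in Δ*lraA* (−0.55) was under 1.5.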

Two genes involved in the degradation of the pectin side chains, one GH3 β-xylosidase gene (*xlnD*; NRRL3_02451) and one GH35 β-1, 4-galactosidase gene (*lacC*; NRRL3_11738) showed a similar transcript profile.

**Table 1:**
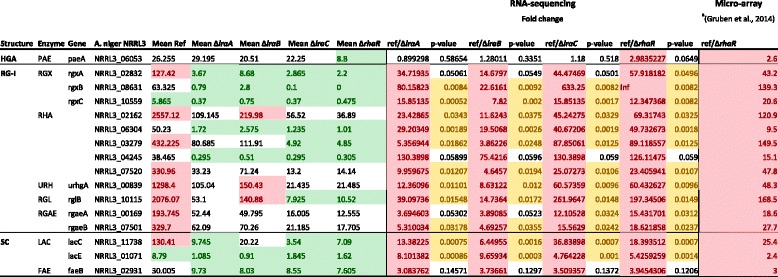
Pectinolytic genes that were significantly down-regulated in the A. niger ΔlraA, ΔlraB, ΔlraC and ΔrhaR strains compared to the reference in L-rhamnose

Based on Gruben, B.S., M. Zhou, A. Wiebenga, J. Ballering, K.M. Overkamp, P.J. Punt & R.P. de Vries, (2014) Aspergillus niger RhaR, a regulator involved in L-rhamnose release and catabolism. Appl Microbiol Biotechnol 98: 5531-5540

The expression levels are mean values of duplicate samples. Genes with values higher than 120 are considered highly expressed and marked red.

Genes with values lower than 20 are considered low expressed and marked green.

The fold change is the difference in expression between the reference strain and the deletion mutants.

The cutoff for differential expression is fold change >1.5 (cells marked red if upregulated and green if downregulated) and p-value <0.05 (cells marked yellow).

HGA homogalacturonan, RG-I Rhamnogalacturonan-I, SC side chains, PAE = pectin acetyl esterase, RGX = exorhamnogalacturonase

RHA = endorhamnogalacturonase, URH = unsaturated rhamnogalacturonyl hydrolase, RGL = rhamnogalacturonan lyase

RGAE = rhamnogalacturonan acetyl esterase, LAC = beta-galactosidase, FAE = feruloyl esterase.

Two GH43 endoarabinases showed different expression profiles, *abnA* (NRRL3_00092) was highly expressed in Δ*lraC* and *abnC* (NRRL3_05407) was up-regulated in Δ*lraA,* Δ*lraB* and Δ*lraC* compared to the reference.

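*abnA* had 43.0 ± 14.4 FPKM (SD, n = 2) in the reference strain, 89.8 ± 8.31 (SD, n = 2) in Δ*lraA*, 129.8 ± 5.25 (SD, n = 2) in Δ*lraB* and 70.1 ± 20.6 (SD, n = 2) in Δ*lraC*. Its log2 fold change was 1.01 in Δ*lraA* (standard error 0.24, adjusted p = 0.0136 from edgeR's quasi-likelihood test), 1.45 in Δ*lraB* (standard error 0.24, adjusted p = 0.00183), 0.64 in Δ*lraC* (standard error 0.24, adjusted p = 0.0894) and −0.96 in Δ*rhaR* (standard error 0.26, adjusted p = 0.0148). The call in Δ*rhaR* was lost with library totals (−0.59). In Δ*lraC* the gene was called with the replicate number as a block, and with a covariate for the replicate difference chosen after seeing the data. The replicate numbers were not taken to pair the libraries. Compared directly, *abnA* did not differ between Δ*lraC* and Δ*lraB* (log2 difference −0.81, standard error 0.23, adjusted p = 0.0642). *abnC* had 1575 ± 312 FPKM (SD, n = 2) in the reference strain, with log2 fold changes of 0.63 in Δ*lraA* (standard error 0.16, adjusted p = 0.016), 0.66 in Δ*lraB* (standard error 0.16, adjusted p = 0.0124), 0.57 in Δ*lraC* (standard error 0.16, adjusted p = 0.0252) and −1.03 in Δ*rhaR* (standard error 0.16, adjusted p = 0.000536). The value in Δ*lraC* passed the adjusted p but not the fold change of 1.5, which it did pass with library totals (0.64).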

## Discussion

In this study, we constructed single deletion mutants to confirm in vivo the function of the first three genes of the L-rhamnose catabolic pathway in *A. niger* (Δ*lraA*, Δ*lraB* and Δ*lraC*). These strains, together with the Δ*rhaR* mutant, were also used to investigate L-rhamnose-induced transcriptional up-regulation by RhaR in *A. niger* to elucidate the inducer molecule. Comparative growth analysis of the 3 L-rhamnose catabolic mutants showed that individual deletion of *lraA*, *lraB* and *lraC* results in an inability to use L-rhamnose as a sole carbon source. This indicates that there are no other enzymes capable of replacing the function of LraA, LraB and LraC, at least at a level that can rescue the growth phenotype on L-rhamnose. These results are in line with a previous study in which a double deletion mutant of *lraA* and *lraC* in *A. niger* was unable to grow on L-rhamnose [17, 27].

The second aim of our study was to search for *lraD* candidate genes in the *A. niger* genome and identify this function by gene deletion. L-rhamnose catabolism genes (RHA1, LRA2, LRA3 and LRA4) have been previously found in a chromosomal gene cluster in *S. stipitis* [8, 13]. In *A. niger*, the orthologs of the *S. stipitis* RHA1, LRA2 and LRA3 genes, the *lraA, lraB* and *lraC* genes, are clustered with *rhaR* on chromosome II, but the cluster does not contain an LRA4 homolog (*lraD)* [15]. In this study we selected three candidate genes for *lraD* that were specifically up-regulated in L-rhamnose and which all have similar PFAM and InterPro domains to those found in LRA4 of *S. stipitis.* However, deletion of these genes did not reduce growth on L-rhamnose, suggesting that neither of them encodes an L-KDR specific aldolase with a key role in L-rhamnose metabolism. 

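Besides *lraD1*, *lraD2* and *lraD3*, Table S4 holds 5 genes: NRRL3_06310, NRRL3_04286, NRRL3_09832, NRRL3_01716 and NRRL3_08779. On L-rhamnose, NRRL3_06310 had 12.3 ± 1.38 FPKM (SD, n = 2) in the reference strain and NRRL3_04286 had 5.18 ± 1.65 FPKM (SD, n = 2). These 2 were tested, 0 were called in any mutant, and 1 reached an unadjusted p under 0.05 in at least 1 mutant. NRRL3_09832 and NRRL3_01716 had 0 reads in both reference libraries and at most 2 reads in any library. NRRL3_08779 was listed in 0 of the 10 libraries. For these genes any lower level was not detectable at this depth. The comparison with D-glucose was not analysed here.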

Because the five remaining genes in the *A. niger* genome with a dihydrodipicolinate synthetase family domain (PF00701) were not induced on L-rhamnose or not expressed in any condition (Additional file 4: Table S4), it is very unlikely that these genes are involved in L-rhamnose metabolism in *A. niger*. A possibility is that the real *lraD* gene of *A. niger* belongs to a different aldolase family than the LRA4 of *S. stipitis*. Also, we cannot exclude that an alternative enzyme could convert L-KDR in the L-rhamnose pathway of *A. niger*. In *Sphingomonas sp.*, a gene cluster consisting of LRA1–3, LRA5 and LRA6 has been found. LRA5 and LRA6 were assigned as new enzymes, L-KDR-4-dehydrogenase (KDRDH) and 2, 4-diketo-3-deoxy-L-rhamnonate hydrolase (DDRH), respectively [11]. LRA5 (KDRDH) was identified as an NAD+ specific enzyme belonging to the short-chain dehydrogenase/reductase (SDR) superfamily [11] and has been shown to convert L-KDR to 2, 4-diketo-3-deoxy-L-rhamnonate. Interestingly, another KDRDH belonging to the medium chain dehydrogenase reductase (MDR) superfamily has been biochemically characterized in *Sulfobacillus thermosulfidooxidans* and was found to catalyze the same metabolic reaction [10]. We analysed and compared the PFAM domains in the protein sequences of LRA5 of both species. The KDRDH from *Sphingomonas sp*. contains an enoyl-(Acyl carrier protein) reductase domain (PF13561) and the KDRDH from the acidophile *S. thermosulfidooxidans* contains an alcohol dehydrogenase GroES-like domain (PF08240) and a zinc-binding dehydrogenase domain (PF00107). In *A. niger*, a putative alcohol dehydrogenase (NRRL3_01492) is present in the *lraA-C* cluster (Fig. 1c), which is 33-fold up-regulated in the micro-array data of *A. niger* wild-type in L-rhamnose compared to D-glucose [15]. This putative alcohol dehydrogenase contained the same PFAM domains as KDRDH from *S. thermosulfidooxidans.* Interestingly, this putative alcohol dehydrogenase is well conserved within the genomes of the other Aspergilli [15]. This putative alcohol dehydrogenase might be a likely candidate in *A. niger*, to convert L-KDR into 2, 4-diketo-3-deoxy-L-rhamnonate.

The third aim was to study the transcript profiles of the L-rhamnose-induced genes in the metabolic deletion mutants to identify the inducer of RhaR in *A. niger.* In our RNA-seq analysis, genes involved in the L-rhamnose catabolism and in RG-I degradation were significantly lower expressed in Δ*lraA*, Δ*lraB* and Δ*lraC* mutants compared to the reference strain. 

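Table S6 lists 23 genes related to RG-I, of which 21 had a read in at least 1 library and 17 passed the filter on low counts. By the ratio of the mean FPKM values, 12 had a level more than 1.5 times lower in each of the 4 mutants. By edgeR's quasi-likelihood test 12 were called lower in all 4 mutants, and 12 with p adjusted over the list alone. The count by fold change was 13 without Δ*lraC* replicate 1. The count by test was 11 with limma on log2(FPKM + 0.1) and 9 under the paper's criterion of an unadjusted p and a fold change on FPKM.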

Our results revealed that 12 of the 23 RG-I related pectinolytic genes were >1.5 fold down-regulated in all the deletion strains compared to the reference strain on L-rhamnose. In the D-galacturonic acid pathway in *A. niger*, deletion of *gaaA* and *gaaB* resulted in reduced expression profiles of pectinolytic genes on D-galacturonic-acid compared to the reference [21], while deletion of *gaaC* resulted in up-regulation of these genes whereas no difference was observed for the deletion of *gaaD*. This study also demonstrated that the inducer of the galacturonic acid degradation route is 2-keto-3-deoxy-L-galactonate, which is the substrate for GaaC, indicating that accumulation of an intermediate due to deletion of a pathway gene allows the identification of the inducer of the pathway. Since the expression of L-rhamnose-responsive genes was reduced in the strains in which *lraA*, *lraB* or *lraC* were deleted, this indicates that none of these deletions results in accumulation of the inducer of the pathway regulator (RhaR). 

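The level that remained in Δ*rhaR* differed between the genes of the cluster. As a share of the FPKM in the reference strain, *lraC* kept 0.348%, *lraA* 4.22%, *lraB* 30.2% and NRRL3_01492 38.4%. For comparison, the deleted gene itself still gave some reads: *rhaR* kept 0.653% in Δ*rhaR*, and *lraC* 0.198% in Δ*lraC*. Compared directly, *lraC* did not differ between Δ*lraC* and Δ*rhaR* (log2 difference −0.50, standard error 0.29, adjusted p = 0.18 from edgeR's quasi-likelihood test). In contrast, *lraA* was 2.32 higher on the log2 scale in Δ*lraC* than in Δ*rhaR* (standard error 0.25, adjusted p = 4.84e-05), and *lraB* 1.16 higher (standard error 0.12, adjusted p = 3.54e-05).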

The expression did not reduce to zero for all the known rhamnose catabolic genes in all the strains, suggesting that there is either a basal non-regulated expression of these genes or alternatively that they are also under control of other regulatory systems. Based on an alignment between TRC1 in *S. stipitis* and RhaR in *A. niger*, regions of the DNA Binding domain are conserved. This correlates with the phylogenetic analysis performed in Koivistoinen et al.,2012. Therefor RhaR appears to be an orthologue of TRC1. Also, since the transcription factor RhaR is conserved within the genomes of the other Aspergilli, and is also conserved in fungal species, we postulate that the product of the LraC reaction, L-KDR, is the inducer of the system. In *S. stipitis* another transcription factor than TRC1 has been found in the L-rhamnose cluster, FST14. This transcription factor was more up-regulated than TRC1 on L-rhamnose and it might be co-regulating the pectinolytic genes together with TRC1 [13]. This could also be the case in *A. niger* as previously suggested [15], even though we could not find an orthologue for this regulator in *A. niger*.

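In the RNA-seq data, *rhtA* and the genes *lraA* and *lraB* were lower in all 4 mutants. *rhtA* kept 0.352% of its reference FPKM in Δ*lraC* and 0.509% in Δ*rhaR*, against 19.0% in Δ*lraA* and 29.8% in Δ*lraB*. It was lower in Δ*lraC* than in Δ*lraA* (log2 difference −5.75, standard error 0.28, adjusted p = 5.72e-07 from edgeR's quasi-likelihood test) and than in Δ*lraB* (−6.32, standard error 0.28, adjusted p = 3.22e-07). The corresponding differences of *lraA* between Δ*lraC* and Δ*lraB* and of *lraB* between Δ*lraC* and Δ*lraA* were not called.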

The L-rhamnose transporter encoding gene and the metabolic genes are L-rhamnose-induced and in the qPCR and RNA-seq analysis they have a similar gene expression profile in the metabolic and *rhaR* deletion mutants. These results and those of Sloothaak et al., 2016 [6] indicate that L-rhamnose is predominantly transported via the RhtA transporter and then converted through the L-rhamnose metabolic pathway.

Previously it was shown that only a small concentration of L-rhamnose is enough to induce the system [6], as also observed for the D-xylose regulatory system in *A. niger* [30]. The very low expression levels of *lraA*, *lraB*, *rhaR*, *rglB*, *rgxA*, *rgaeA* obtained in Δ*lraC* in the presence of L-rhamnonate showed that the third step is indeed necessary to generate the inducer. In the Δ*lraA* and Δ*lraB* strains the inability to generate the inducer from L-rhamnose can be overcome by supplying L-rhamnonate instead, which is the product of LraB. This then also explains why Δ*lraA* and Δ*lraB* can still grow on L-rhamnonate, while Δ*lraC* cannot. RNA-seq combined with the qPCR results of the L-rhamnose metabolic mutants demonstrated that L-rhamnose, L-rhamnono-γ-lactone and L-rhamnonate are not the inducers of RhaR. Interestingly and in contrast to transfer to L-rhamnose, upon transfer to L-rhamnonate the reference, Δ*lraA* and Δ*lraB* strains showed similar expression levels in all the genes tested. L-rhamnonate is unlikely to use the L-rhamnose transporter RhtA, due to its different chemical nature. The higher levels of expression observed in the reference, Δ*lraA* and Δ*lraB* strains suggest that by using L-rhamnonate as carbon source which avoids the first 2 steps in the L-rhamnose metabolic pathway, its metabolism still leads to induction of the L-rhamnose pathway. But induction requires a functional LraC since induction is severely affected in the *lraC* deletion strain.

Because the gene or genes involved in the conversion of L-KDR remain unknown in *A. niger*, studying metabolic gene deletion mutants further downstream of the LraC step is required to unambiguously establish the identity of the inducer. At this point in time we do not know whether L-KDR is converted by a yet unknown aldolase into L-lactaldehyde and pyruvate or, alternatively by LRA5 and LRA6 homologs to L-lactate and pyruvate. The putative alcohol dehydrogenase present in the cluster, which on the basis of the PFAM domains found and its rhamnose-responsive expression, makes it more likely that the L-rhamnonate degradation pathway involves formation of 2, 4-diketo-3-deoxy-L-rhamnonate from L-KDR. The final C3 metabolites formed (pyruvate and L-lactaldehyde or L-lactate) via these two non-phoshorylating pathways have to be further metabolized via gluconeogenesis. These metabolites are already part of central metabolism and are not expected to play any role in the induction of the rhamnose pathway itself. Lactaldehyde dehydrogenase is involved in the conversion of L-lactaldehyde to L-lactate. Several putative lactaldehyde dehydrogenases (AldA) based on a characterized AldA in *E.coli* were found in *A. niger* [31]. The first putative gene (NRRL3_11302) shares 33.3% identity with AldA from *E. coli* and it is significantly up-regulated in the reference strain compared to all the deletion mutants. Also, one putative lactate dehydrogenase (LDH; NRRL3_07593) that catalyzes the reaction from lactate to pyruvate, shares 37.4% identity with a characterized LDH from *Rhizopus oryzae* [32]. 

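NRRL3_11302 had 6459 ± 688 FPKM (SD, n = 2) in the reference strain and between 1981 ± 18.6 (SD, n = 2) in Δ*rhaR* and 2450 ± 116 (SD, n = 2) in Δ*lraA* in the mutants. Its log2 fold change was −1.45 in Δ*lraA* (standard error 0.15, adjusted p = 7.55e-05 from edgeR's quasi-likelihood test), −1.75 in Δ*lraB* (standard error 0.15, adjusted p = 2.08e-05), −1.63 in Δ*lraC* (standard error 0.15, adjusted p = 4.85e-05) and −2.08 in Δ*rhaR* (standard error 0.15, adjusted p = 3.1e-06).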

RNA-seq results showed that this putative gene is not induced after 2 h of transfer. This potentially leaves us with two options for the identity of the inducer, viz. 

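NRRL3_07593 had 0 reads in both reference libraries and in both Δ*rhaR* libraries. It had 1 and 0 reads in Δ*lraA*, 2 and 2 in Δ*lraB*, and 0 and 1 in Δ*lraC*. All of these counts are at or under the 3 reads that a count of 0 allows, so no expression and no difference was detectable at this depth, and the gene was not tested.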

L-KDR or 2, 4-diketo-3-deoxy-L-rhamnonate, and further work will be required to discriminate between these two options.

## Conclusion

In conclusion, this study confirmed the function of *lraA*, *lraB* and *lraC* in the *A. niger* L-rhamnose catabolic pathway in vivo. Our search for candidate genes for the L-KDR aldolase (*lraD*) resulted in selection and deletion of three genes, but none of them showed to have a role in the L-rhamnose pathway. Based on further conserved domain searches with previously characterized L-rhamnose metabolic genes, we suggest that L-KDR may be converted via an unknown aldolase or via an unknown KDRDH.

Gene expression profiling in the wild-type and the L-rhamnose metabolic mutants demonstrated that L-rhamnose, L-rhamnono-γ-lactone and L-rhamnonate are not the inducers of the RhaR-regulated genes. The very low expression levels of the first two metabolic genes (*lraA* and *lraB*), three RGI-specific genes (*rglB*, *rgxA*, *rgae*A) and *rhaR* observed in Δ*lraC* in the presence of L-rhamnonate showed that the third step is necessary to generate an inducer in order to activate these genes. In summary, these results thus strongly suggest that the L-rhamnose pathway intermediate L-KDR is the real inducer of RhaR-regulated genes in *A. niger.*

## Additional files

Additional file 1: Table S1. Strains used in this study. (PDF 104 kb)

Additional file 2: Table S2. Primers used in this study. Overlapping sequences for fusion PCR are written in bold. (PDF 80 kb)

Additional file 3: Table S3. Primers used in this study to generate the gene fragments for qRT-PCR analysis. (PDF 252 kb)

Additional file 4: Table S4. Identification of candidate LraD genes in *Aspergillus niger.* The data are organized according to the fold changes (highest to smallest). The fold change is the difference in expression between the wild-type on rhamnose over glucose. *p*-value <0.05 (cells marked yellow). In red are indicated the three LraD candidates selected. (XLSX 17 kb)

Additional file 5: Table S5. Putative transporter genes in *A. niger* and their expression levels in the Δ*lraA*, Δ*lraB*, Δ*lraC*, Δ*rhaR* mutants and the reference strain after a 2 h transfer to L-rhamnose. The expression levels are mean values of duplicate samples. Genes with values higher than 120 FPKM are considered highly expressed and marked red. Genes with values lower than 20 are considered low expressed and marked green. The fold change is the difference in expression between the reference strain and the deletion mutants. The cut-off for differential expression is fold change >1.5 (cells marked red if up-regulated and green if down-regulated) and p-value <0.05 (cells marked yellow). (XLSX 524 kb)

Additional file 6: Table S6. Genes of *A. niger* encoding pectinolytic enzymes and their expression in Δ*lraA*, Δ*lraB*, Δ*lraC*, Δ*rhaR* mutants and the reference strain after a 2 h transfer to L-rhamnose. The expression levels are mean values of duplicate samples. Genes with values higher than 120 are considered highly expressed and marked red. Genes with values lower than 20 are considered low expressed and marked green. The fold change is the difference in expression between the reference strain and the deletion mutants. The cutoff for differential expression is fold change >1.5 (cells marked red if upregulated and green if downregulated) and p-value <0.05 (cells marked yellow). HGA = homogalacturonic acid, XGA = xylogalacturonan, RG-I = Rhamnogalacturonan-I, SC = side chains. (XLSX 624 kb)

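The expression values of this table are FPKM, the reads assigned to a gene scaled by its length and by the reads assigned to all genes, averaged over the 2 libraries of a strain. From the deposited FPKM of the separate libraries, 430 means of Tables S4, S5 and S6 were computed again, and 0 of them differed from the printed mean by more than the spread between replicates; the largest difference was 0.005 FPKM. The fold changes of the table divide the mean of the reference strain by the mean of the mutant, so a value above 1 stands for a lower level in the mutant.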

## Abbreviations

CM: complete medium
GEO: Gene Expression Omnibus
HGA: Homogalacturonan
L-KDR: 2-keto-3-deoxy-L-rhamnonate
MM: Minimal medium
RG-I: Rhamnogalacturonan I
RG-II: Rhamnogalacturonan II
RhaR: L-rhamnose responsive transcription factor
RhtA: L-rhamnose transporter
XGA: Xylogalacturonan

# Supplementary material for: In vivo functional analysis of L-rhamnose metabolic pathway in Aspergillus niger: a tool to identify the potential inducer of RhaR
**Source:** BMC Microbiol. 2017 Nov 6;17:214. doi: 10.1186/s12866-017-1118-z
**Supplement:** Supplementary file 1 — Strains used in this study.

Table S1. Strains used in this study

| Strain                   | CBS accession number | Genotype                                                                                          | Description              | Reference                      |
|--------------------------|----------------------|---------------------------------------------------------------------------------------------------|--------------------------|--------------------------------|
| FP-1132.1<br>(reference) | CBS 141257           | <i>cspA1, pyrG<sup>-</sup>::AOpyrG, kusA::amdS</i>                                                | Restored pyrG in N539.20 | (Alazi <i>et al.</i> , 2016)   |
| $\Delta IraA$            | CBS 141252           | <i>cspA1, pyrG<sup>-</sup>, kusA::amdS, IraA::AOpyrG</i>                                          | $\Delta IraA$ in N539.20 | This study                     |
| $\Delta IraB$            | CBS 141253           | <i>cspA1, pyrG<sup>-</sup>, kusA::amdS, IraB::AOpyrG</i>                                          | $\Delta IraB$ in N539.20 | This study                     |
| $\Delta IraC$            | CBS 141254           | <i>cspA1, pyrG<sup>-</sup>, kusA::amdS, IraC::AOpyrG</i>                                          | $\Delta IraC$ in N539.20 | This study                     |
| $\Delta rhaR$            | CBS 137440           | <i>cspA, <math>\Delta kusA::amdS^+</math>, pyrG<sup>-</sup>, <math>\Delta rhaR::pyrG^+</math></i> | $\Delta rhaR$ in N539.20 | (Gruben <i>et al.</i> , 2014a) |

# Supplementary material for: In vivo functional analysis of L-rhamnose metabolic pathway in Aspergillus niger: a tool to identify the potential inducer of RhaR
**Source:** BMC Microbiol. 2017 Nov 6;17:214. doi: 10.1186/s12866-017-1118-z
**Supplement:** Supplementary file 2 — Primers used in this study. Overlapping sequences for fusion PCR are written in bold.

Table S2. Primers used in this study. Overlapping sequences for fusion PCR are written in bold.

| Primer name | Sequence (5' to 3')                                              | Used for                             |
|-------------|------------------------------------------------------------------|--------------------------------------|
| pyrG up f   | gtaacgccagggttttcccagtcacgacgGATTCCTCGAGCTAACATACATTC            | amplification of <i>pyrG</i> 5'flank |
| pyrG up r   | <b>agcacttaccttcgcattttctggtatatt</b> ATGGAAAGAGGATTGTATAATGAGAG | amplification of <i>pyrG</i> 5'flank |
| pyrG down f | <b>cctgtgttggttctcaggaactgcgaatat</b> GATGGTTATGAATGATATAGAAATGC | amplification of <i>pyrG</i> 3'flank |
| pyrG down r | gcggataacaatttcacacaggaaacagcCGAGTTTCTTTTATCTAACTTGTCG           | amplification of <i>pyrG</i> 3'flank |
| IraA up f   | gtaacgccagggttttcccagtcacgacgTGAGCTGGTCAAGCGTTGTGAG              | amplification of <i>IraA</i> 5'flank |
| IraA up r   | <b>ccttcgcattttctggtatattTCCAAC</b> GATTGTGGTTGATGGTCGATTGG      | amplification of <i>IraA</i> 5'flank |
| IraA down f | <b>ggttctcaggaactgcgaatatTCCAAC</b> GGGCGCAGATACTTGTGGATGG       | amplification of <i>IraA</i> 3'flank |
| IraA down r | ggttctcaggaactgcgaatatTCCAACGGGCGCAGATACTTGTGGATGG               | amplification of <i>IraA</i> 3'flank |
| IraB up f   | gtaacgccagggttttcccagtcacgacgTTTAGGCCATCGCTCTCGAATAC             | amplification of <i>IraB</i> 5'flank |
| IraB up r   | <b>ccttcgcattttctggtatattTCCAAC</b> GTACACCGATCGCCATAACCAAG      | amplification of <i>IraB</i> 5'flank |
| IraB down f | <b>ggttctcaggaactgcgaatatTCCAAC</b> TTTCTTTGTTTGTGTTCTGTGTTTCG   | amplification of <i>IraB</i> 3'flank |
| IraB down r | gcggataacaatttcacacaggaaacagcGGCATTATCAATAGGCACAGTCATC           | amplification of <i>IraB</i> 3'flank |
| IraC up f   | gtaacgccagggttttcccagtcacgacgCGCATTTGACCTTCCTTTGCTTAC            | amplification of <i>IraC</i> 5'flank |
| IraC up r   | <b>ccttcgcattttctggtatattTCCAAC</b> GTTGGCAGTAGTTTAGCGGAGTGG     | amplification of <i>IraC</i> 5'flank |
| IraC down f | <b>ggttctcaggaactgcgaatatTCCAAC</b> GCAATGGAACAATCCTCGACATG      | amplification of <i>IraC</i> 3'flank |

|             |                                                     |                                                       |
|-------------|-----------------------------------------------------|-------------------------------------------------------|
| IraC down r | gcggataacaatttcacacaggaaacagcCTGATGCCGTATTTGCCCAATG | amplification of <i>IraC</i> 3' flank                 |
| IraA gene f | GCGAGCAGACACAAGCAAATG                               | To check the presence/absence of the <i>IraA</i> gene |
| IraA gene r | CCGCACACGACTGCATAAGAC                               |                                                       |
| IraB gene f | ATCCACCTCTTCCCAGCATCC                               | To check the presence/absence of the <i>IraB</i> gene |
| IraB gene r | GTACGGCAGACGAAGGTTTGG                               |                                                       |
| IraC gene f | TGGCTATCTGGGACCTTCTGG                               | To check the presence/absence of the <i>IraC</i> gene |
| IraC gene r | TGGAAGGGTGTATTGGGTTGC                               |                                                       |

---

# Supplementary material for: In vivo functional analysis of L-rhamnose metabolic pathway in Aspergillus niger: a tool to identify the potential inducer of RhaR
**Source:** BMC Microbiol. 2017 Nov 6;17:214. doi: 10.1186/s12866-017-1118-z
**Supplement:** Supplementary file 3 — Primers used in this study to generate the gene fragments for qRT-PCR analysis.

Table S3. Primers used in this study to generate the gene fragments for qRT-PCR analysis

| Gene                 | Gene number | Forward                | Reverse                |
|----------------------|-------------|------------------------|------------------------|
| <i>Histone (H2B)</i> | NRRL3_09214 | AGACCTCTGTGAGGCTCATCCT | AAGCACGCGGTGTCTGG      |
| <i>IraA</i>          | NRRL3_01494 | AAGCCGTGGAAGCCTTTGGAC  | GTGAGTAATGCGGGAGTGTGC  |
| <i>IraB</i>          | NRRL3_01493 | GCAGCCCGAGTTCATTGATGG  | GCAGTTGGCGTTTGATCTGGG  |
| <i>IraC</i>          | NRRL3_01495 | TCCTGGGCTCTTTCTGCGTC   | GACTAAGGGATTTGCCACGGG  |
| <i>Ira4</i>          | NRRL3_08779 | CTCGCCCAGTCCAACTCCAAT  | AGCTCACTTGCGGAAATGTTGG |
| <i>rhaR</i>          | NRRL3_01496 | TCCACGGGTCCACAATAGCC   | CCCCGACATCCTCTTCTTCGT  |
| <i>rgaeA</i>         | NRRL3_00169 | ACGTCGCCCAATACCTGAGC   | CTACGGCTTGGTTGGACACG   |
| <i>rgxA</i>          | NRRL3_02832 | CCACTTCAGAAACATCAGCGGC | GGGTAATCAGTCACCGTTGCG  |
| <i>rglB</i>          | NRRL3_10115 | GGAAAAGGCTCCACTGCGTCT  | CAGCTCGGATCTGCCAGTGTT  |

How the deposited data were processed for this re-analysis (not part of the article)

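The RNA-seq data cover the reference strain and the Δ*lraA*, Δ*lraB*, Δ*lraC* and Δ*rhaR* mutants of *A. niger*, each as 2 libraries of mycelium sampled 2 h after transfer to 25 mM L-rhamnose. The 10 libraries were assigned to strains from their titles and strain numbers. The growth tests, qPCR and microarray data of the paper were not analysed here.

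The authors removed adaptor sequences and low-quality reads, mapped the clean reads to the NRRL3 genome with BWA and estimated expression with RSEM. For each library the authors deposited an expected count per gene, which is not normalized, and an FPKM, which is scaled by gene length and by the reads assigned to genes. The deposited tables also give the length of each gene in bases. Genes without a read are left out of the table of a library, and were set to 0 where another library listed them. In any library 11408 genes were listed, 9458 in all 10, and 64 genes had a fractional expected count in at least 1 library. The assignment of reads shared between similar genes was the authors' own and was not repeated.

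The reads assigned to genes number between 4123825 and 4388238 per library, with a median of 4208495. The paper gives 51 bp reads, about 360 MB of raw sequence and about 70% of reads mapped to genes. The floor for a count of 0 was 3 reads. A fold change against a group with all libraries at or under this floor was computed against the floor and is given as a lower bound.

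The expected counts were rounded to whole numbers and compared with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, which left 9189, TMM factors were computed, and 1 quasi-likelihood model of 5 groups was fitted to all 10 libraries, with strain as the only term. Each mutant was compared with the reference strain, and Δ*lraA* with Δ*lraB*, Δ*lraC* with Δ*lraA*, Δ*lraC* with Δ*lraB* and Δ*lraC* with Δ*rhaR*. For the genes lower in Δ*rhaR* than in all other strains, Δ*rhaR* was also compared with Δ*lraA* and with Δ*lraB*. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a fold change above 1.5. Standard errors were derived from the test, as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. They were not estimated separately, and with reads at or under the floor they do not measure the error of the size. FPKM values are given as means with the SD of 2 libraries. The smallest two-sided p of an exact permutation test of 2 libraries against 2 is 0.33, and with 2 libraries per strain no test for outlying libraries was possible.

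The rule for naming genes covers every gene that the paper's text, Fig. 1c, Table 1 or Tables S3 to S6 name, and among the other genes called in the same direction in all 4 mutants the 2 that fell most and the 2 that rose most, ranked by their smallest fitted change in any mutant. Not all of these genes are printed: which ones the text gives was decided after their values were seen, mainly by whether a conclusion of the paper is about them, and other genes of Table S6 are left out. The log2 fold changes of 43 genes were followed through the alternatives. The comparisons, the threshold, the rule itself and the alternatives were set before the data were examined, apart from 1 alternative and the comparisons of Δ*rhaR* with Δ*lraA* and Δ*lraB*.

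Alternatives changed 1 choice at a time. They were DESeq2 size factors, library totals without a composition factor, the Wald test of DESeq2 1.42.0, limma 3.58.1 with trend on log2(FPKM + 1) and on log2(FPKM + 0.1) over the 9449 genes with a mean FPKM of at least 1, no filter (11406 genes), a fit of only the 2 groups compared, the replicate number as a block, the adjusted p without a fold change, the paper's criterion of an unadjusted p and a fold change above 1.5 on FPKM, the log2 ratio of mean FPKM, and each library left out in turn, which gives fold changes only. For the list of RG-I genes, rescaled FPKM, a fold change above 2, a minimum reference FPKM of 1 and p adjusted over the list alone were also used. A covariate for the replicate difference shared by the reference and Δ*lraC* libraries was added after the data were seen.

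The comparisons were tested on simulated data, drawn from the means and library sizes of the real libraries with 200 genes changed. Of these genes edgeR recovered 173 with 12 false calls, DESeq2 172 with 14, limma 170 with 15, and the paper's criterion 160 with 132. Unchanged groups were simulated 50 times against the reference libraries to give the values that a shared reference alone produces, with equal spread in all strains and, added after the data were seen, with dispersions scaled to each strain's own (2.10 times the mean of the strains in the reference strain, 0.316 times in Δ*lraA*). Neighbouring genes were counted by consecutive NRRL3 identifiers and compared with 10000 random sets of tested genes. The order of identifiers was checked on the 81 genes that could be paired with a locus tag of the RefSeq assembly ASM285v2, which served only to check which genes neighbour each other and how far apart they lie.

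Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plot was drawn with matplotlib 3.10.9.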

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

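The groups of genes and the tests of explanations in this part were chosen only after the result was seen. The comparisons between strains and the processing alternatives were set in advance, apart from the covariate and the comparisons of Δ*rhaR* with Δ*lraA* and Δ*lraB*.

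Of the 165 genes called lower in all 4 mutants, 140 are not named in the paper, and of the 88 called higher, 85 are not named. The paper does not report on these genes, and simulated unchanged groups gave 0 in both directions with equal spread in all strains, and at most 1 lower and 3 higher with the spread of each strain. With library totals in place of TMM scaling, 119 genes were lower and 173 higher. The count of lower genes was 94 with limma on log2(FPKM + 0.1) and 84 under the paper's criterion, and the count of higher genes 48 with only the 2 groups compared and 44 under the paper's criterion. The members of the lower set lie next to each other more often than random placement along the genome gives. Of the 165, 53 have a member at the NRRL3 identifier directly before or after. In 10000 random sets the mean was 4.97 and the highest 22 (permutation p = 0.0001, the smallest they can give). For the higher set the number is 12, against a mean of 1.40 and at most 12 (permutation p = 0.0002). The biological alternative, that these genes respond to the loss of L-rhamnose metabolism or of RhaR, is the difference the strains were built for and stays open, since no sample without L-rhamnose was analysed here.

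A group of 81 genes was lower in Δ*lraA* and Δ*lraB* than in both the reference strain and Δ*lraC*. It came from a comparison between mutants that the paper does not make. The corresponding groups with the mutants exchanged held 40 genes (Δ*lraA* and Δ*lraC* lower than the reference strain and Δ*lraB*) and 19 genes (Δ*lraB* and Δ*lraC* lower than the reference strain and Δ*lraA*). The median log2 fold change of the 81 was −1.87 in Δ*lraA*, −2.14 in Δ*lraB*, −0.02 in Δ*lraC* and −0.73 in Δ*rhaR*. Among them are *lraD1*, *lraD2* and NRRL3_10522. *lraD1* was not called in Δ*lraC* (log2 fold change −0.09, adjusted p = 0.709 from edgeR's quasi-likelihood test), and was higher there than in Δ*lraA* (log2 difference 2.35, adjusted p = 1.02e-05) and Δ*lraB* (2.73, adjusted p = 3.29e-06). *lraD2* was lower in Δ*lraC* than in the reference strain (−1.55, adjusted p = 0.000369), and higher than in Δ*lraA* (1.36, adjusted p = 0.00173) and Δ*lraB* (1.13, adjusted p = 0.00715).
The tables argue against chance and against the scaling as technical explanations for the 81 genes. The test of another, the replicate difference shared by the reference and Δ*lraC* libraries, was weak. Chance from the shared reference libraries gave 0 such genes in each of 50 simulations with equal spread and of 50 with the spread of each strain, against 81 observed. With library totals in place of TMM scaling the group held 75 genes, of which 74 were among the 81. This scaling shifted the median log2 fold change of all genes by only 0.06 in Δ*lraA* and 0.15 in Δ*lraB*. Such shifts are small beside the medians of the group, so most of the 81 could be foreseen to stay. With the replicate difference shared by the reference and Δ*lraC* libraries as a covariate, chosen after the data were seen, 76 of the 81 stayed in the group. The covariate was −0.94 and −1.10 in the Δ*lraA* libraries and 1.11 and 0.62 in those of Δ*lraB*. With the strains on opposite sides, this fit could hardly remove genes low in both, so it does not decide. The paper's criterion gave 48.
What stays open includes 2 biological explanations. The first is transcription that needs a product of the first 2 steps and not RhaR. Of the genes chosen as lower in Δ*lraA* than in the reference strain and Δ*lraC*, 49.1% were lower in Δ*lraB* too, and of those chosen from Δ*lraB*, 55% were lower in Δ*lraA*. The same choice on other pairs gave 38.2% and 22.7%, but also 63.8% and 62.9% when made on Δ*lraC*, so the share does not tell this explanation from other overlaps between mutants. The second is repression by accumulated L-rhamnose or its lactone. Of the 81 genes, 53.1% were lower in Δ*rhaR*, against 14.4% of all genes tested, while 35 were not different and 3 were higher, so the group is not uniform in the strain that also fails to use L-rhamnose. No metabolite was measured in these libraries, and the 2 explanations cannot be told apart.

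In Δ*rhaR*, 616 genes were lower than in the reference strain and also lower than in each of the other 3 mutants. They were found in comparisons between mutants that the paper does not make. Their number was 337 with library totals and 114 under the paper's criterion. Of these genes, 88 were at least 8 times lower by the fitted value, 12 of them at or under the floor in both Δ*rhaR* libraries. The 88 took 17.8% of the reads in the reference strain, 14.7% in Δ*lraC* and 1.34% in Δ*rhaR*. NRRL3_09549, chosen after its values were seen, took 6.69% of the reads in the reference strain and 0.332% in Δ*rhaR*.
With library totals the median log2 fold change of all genes shifted by 0.38 in Δ*rhaR*, too little to account for changes of at least 8 times. That all 88 were still called lower with library totals therefore follows from how they were chosen. Over the whole group the number fell from 616 to 337, so a part played by the scaling stays open for the smaller changes. Loss of the RhaR activity that the RG-I genes need was not tested separately. Of all genes at least 8 times lower in Δ*rhaR* outside the cluster, 52.3% were not called lower in Δ*lraC*. All 12 RG-I genes at least 8 times lower in Δ*rhaR* were lower in Δ*lraC*. These genes thus differ from the RG-I genes in Δ*lraC*. The group was chosen as lower in Δ*rhaR* than in Δ*lraC*, so this contrast largely restates that choice and does not decide the cause. A difference in strain history or culture between Δ*rhaR* and the others stays open. It would leave many genes differing between Δ*lraC* and Δ*rhaR*, and 3384 did, but strain and culture are confounded in the design and the 2 libraries of Δ*rhaR* cannot separate them. A role of RhaR apart from L-rhamnose metabolism was not tested and stays open too.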

How the results depend on the processing

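All alternatives but 1 were planned, and the covariate for the shared replicate difference was chosen after the data were seen. The cause of the changes given here was not tested, except where the alternative's construction is named.

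Of 18 counts of genes, each under the alternatives that apply to it, 175 values stayed within 1.5 times the reported one and 26 did not. With library totals, Δ*rhaR* had 709 lower and 2853 higher genes, 173 genes were higher in all 4 mutants, and 337 were lower in Δ*rhaR* than in all other strains. With limma on log2(FPKM + 1) these counts were 686, 2723, 168 and 335, and with limma on log2(FPKM + 0.1) they were 689, 2668, 178 and 355. The same fits gave 108 and 94 genes lower in all 4 mutants. These 3 alternatives leave out the TMM factors, and the share of higher calls in Δ*rhaR* rose with them from 51.9% to 80.1%, 79.9% and 79.5%, and in Δ*lraB* from 46.1% to 62.5%, 63.5% and 63.7%. With only the 2 groups compared, which leaves 4 libraries for the spread, Δ*lraC* had 404 lower and 332 higher genes, and 48 genes were higher in all 4 mutants. The paper's criterion gave 612 lower genes in Δ*lraA*, 472 in Δ*lraB*, 482 in Δ*lraC* and 431 in Δ*rhaR*, 84 genes lower and 44 higher in all 4 mutants, 48 genes lower in Δ*lraA* and Δ*lraB* than in the reference strain and Δ*lraC*, and 114 lower in Δ*rhaR* than in all other strains. It moved the share of higher calls from 41.0% to 53.2% in Δ*lraA*, to 65.5% in Δ*lraB* and to 82.0% in Δ*rhaR*. On simulated data this criterion gave 132 false calls, against 12 of edgeR. The covariate added later changed the genes differing between Δ*lraA* and Δ*lraB* from 1516 to 799.

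The number of RG-I genes lower in all 4 mutants by fold change was 12 to 13 across the fits that each left out 1 library, with 13 without Δ*lraC* replicate 1. By test it was 11 with limma on log2(FPKM + 0.1) and 9 under the paper's criterion.

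Replicate numbers do not mark a shared batch or day in the paper or the titles. Replicate differences correlated across genes between strains from −0.242 (Δ*lraC* and Δ*rhaR*) to 0.484 (reference strain and Δ*lraC*). The reference strain had r = 0.166 with Δ*lraA*, 0.299 with Δ*lraB* and −0.174 with Δ*rhaR*, Δ*lraB* had 0.273 with Δ*lraC*, and Δ*lraA* had 0.0984 with Δ*lraB*, 0.0081 with Δ*lraC* and 0.115 with Δ*rhaR*, while Δ*lraB* and Δ*rhaR* had 0.0783. Not every pair of strains was above 0.1, so the numbers were not taken to pair the libraries, although some strains share a part of the difference. With the replicate number as a block (replicate block), 963 genes were lower and 680 higher in Δ*lraA*, 915 and 816 in Δ*lraB*, 824 and 805 in Δ*lraC*, 1339 and 1480 in Δ*rhaR*, 173 were lower and 99 higher in all 4 mutants, 12 RG-I genes were lower in all 4 mutants, and *abnA* was called higher in Δ*lraC* (log2 fold change 0.64, adjusted p = 0.0219, with a range from 0.00421 to 0.224 over its alternatives). Under the block, 157 of the 158 single-gene results kept their direction and call.

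The log2 fold changes of 43 genes were followed, as 158 results of a gene in a mutant. Of these, 142 passed the threshold, and all 142 kept their direction under every alternative and with each library left out. All 158 kept direction and call with DESeq2 size factors, with the DESeq2 Wald test and without the filter. Over the alternatives other than leaving out a library, 1791 values had the same direction and call, 61 lost the call (38 of them under the paper's criterion), 8 gained it, and 28 moved by more than the spread between replicates under the log2 ratio of mean FPKM. Results that changed direction were not called. *xlnD* in Δ*rhaR*, reported as −0.10, was 0.28 with library totals, 0.27 with limma on either scale, 0.27 under the paper's criterion and 0.27 as the log2 ratio of mean FPKM. *paeA* in Δ*lraA*, reported as 0.09, was −0.014 with the covariate and lay between −0.18 and 0.41 with each library left out, and in Δ*lraC*, reported as −0.31, between −0.58 and 0.0096. *lraD1* in Δ*lraC*, reported as −0.09, lay between −0.19 and 0.0126.

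With a library left out, 615 values stayed within the spread, 14 moved and 3 changed direction. The moved values belong to *rgxB*, *rgxC*, NRRL3_04245, NRRL3_00707, NRRL3_08794 and NRRL3_03466, with few reads in the mutant or the reference strain, and to NRRL3_10307, whose reference replicates had 154 and 1088 reads. Fold changes against 3 or fewer reads are lower bounds.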

Differences from the paper's values

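The paper describes expression above 120 FPKM as approximately the top 5% of genes. In the deposited values, 11.0% of the genes listed in a library were above 120 FPKM (median of the 10 libraries, from 10.1% to 12.1%), and the FPKM that marks the top 5% was 237. None of the alternatives set before the data were examined applies to this share of the deposited FPKM. With all genes listed in any library as the base, a share computed after the data were seen, it was 10.1%. Of the 430 means of the supplementary tables, 0 differed by more than the spread between replicates. The 14 values of Fig. 3 showed 0 differences. The 111 fold changes of the tables, ratios of mean FPKM, were compared with the TMM-scaled fold changes. Of these, 0 were counted as different, which does not mean that the values were equal. For *lraD1* in Δ*lraA* the printed ratio was 5.25, against 5.44. The scaling can also change the direction. For *xlnD* in Δ*rhaR* the ratio, reference strain over mutant, was 0.828, but the log2 fold change was −0.10.

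The paper states that *pelF* and *paeA* were strongly reduced in all metabolic mutants and in Δ*rhaR*. *pelF* had positive log2 fold changes in Δ*lraA* (0.46), Δ*lraB* (0.35) and Δ*lraC* (0.46), and *paeA* was not called in Δ*lraA* (0.09), Δ*lraB* (−0.51) or Δ*lraC* (−0.31). No setting that was run called either gene lower in these 3 mutants. Both were called lower in Δ*rhaR* (*pelF* −0.76, *paeA* −1.95). The call of *pelF* was lost with library totals, and its mean FPKM in the reference strain was only 1.305 times that in Δ*rhaR*.

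The paper gives *xlnD* and *lacC* the same profile as those genes, with a reduction in all mutants. *lacC* was lower in all 4, whereas *xlnD* was called lower in Δ*lraA* (−0.61) and Δ*lraB* (−1.07), but not in Δ*lraC* (−0.45, adjusted p = 0.0612 from edgeR's quasi-likelihood test) or Δ*rhaR* (−0.10). No setting that was run called *xlnD* lower in Δ*lraC* or Δ*rhaR*.

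The paper states that *abnA* was highly expressed in Δ*lraC*. Its highest FPKM was in Δ*lraB* (129.8), and in Δ*lraC* it was 70.1. The gene was called higher in Δ*lraA* and Δ*lraB*, and in Δ*lraC* only with the replicate block and with the covariate chosen after seeing the values (log2 fold change 0.77).

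The paper states that *abnC* was up-regulated in Δ*lraA*, Δ*lraB* and Δ*lraC*. In Δ*lraC* its log2 fold change of 0.57 passed the adjusted p but not the fold change of 1.5. It was called in Δ*lraC* with library totals (0.64), with limma on log2(FPKM + 1) (0.65) and log2(FPKM + 0.1) (0.65), with the adjusted p only, and with the covariate chosen after seeing the values (0.61). The adjusted p ran from 0.00353 to 0.148 over all its alternatives.

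The Results text gives *lraA* and *lraC* identifiers (NRRL3_08837 and NRRL3_10522) other than those of Fig. 1c and Table S3. The genes with near-zero levels in Δ*lraA* and Δ*lraC* were those of Fig. 1c and Table S3, NRRL3_01494 and NRRL3_01495.

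Among the candidate transporter genes the paper names only NRRL3_02828 beside *rhtA* as having a similar profile. NRRL3_09860 was also called lower in all 4 mutants, though it did not differ between Δ*lraC* and Δ*lraA*.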

Other observations

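The tests on *rhaR* in Δ*lraC* and on library depth were set in advance, as was the rule for naming genes. So were the comparisons between strains, apart from those of Δ*rhaR* with Δ*lraA* and Δ*lraB*. All other tests in this part were chosen only after the result was seen.

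*rhaR* had 50 and 32 reads in Δ*lraC*, more than in Δ*rhaR* and far fewer than in Δ*lraA* and Δ*lraB*. One candidate explanation is technical, that the *lraC* deletion cassette removed or disturbed the neighbouring *rhaR* gene or its promoter. In that case the genes called lower in Δ*rhaR* would sit at the Δ*rhaR* level in Δ*lraC* and above it in Δ*lraA* and Δ*lraB*. Over the 1321 such genes outside the cluster, the median log2 difference from Δ*rhaR* was 1.00 in Δ*lraC*, 1.05 in Δ*lraA* and 0.93 in Δ*lraB*. With the 48 genes at the floor in Δ*rhaR* set to their bound it was 0.99, 1.03 and 0.92. This is the outcome set in advance for a cassette that left *rhaR* undisturbed. It does not decide, because the set mixes RhaR targets with genes such as the 616 that were lower in Δ*rhaR* than in every other strain. Over the genes lower in all 4 mutants, the median log2 difference from Δ*rhaR* was 0.20 in Δ*lraC*, 0.11 in Δ*lraA* and 0.26 in Δ*lraB*. That set does not decide either, because its genes were chosen as lower in Δ*lraA* and Δ*lraB* as well. Among the 161 genes outside the cluster that were lower in all 4 mutants, 18 were lower in Δ*lraC* than in both Δ*lraA* and Δ*lraB*, and 8 were higher. Of the 18, 12 did not differ between Δ*lraC* and Δ*rhaR*, 4 were higher and 2 lower in Δ*lraC*. Either a disturbed *rhaR* gene or a residual inducer formed in Δ*lraA* and Δ*lraB* but not in Δ*lraC* would give such genes, and the 2 cannot be told apart from expression alone. The NRRL3 genome was not used here, so where the cassette ends was not examined. NRRL3_01492, on the other side of *lraB*, was not called in Δ*lraC* (log2 fold change −0.15, adjusted p = 0.449 from edgeR's quasi-likelihood test) and was higher there than in Δ*rhaR* (log2 difference 1.60, adjusted p = 7.4e-06).

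More genes were called in Δ*rhaR* than in the other mutants. Library depth does not account for it, since with every library thinned to the smallest total 2740 genes were called in Δ*rhaR*, against 1566 in Δ*lraA*, 1635 in Δ*lraB* and 1514 in Δ*lraC*, and Δ*rhaR* has the smallest libraries. A biological difference between the strains stays open and was not tested further.

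The replicates of the reference strain and of Δ*lraC* differed along a shared direction. Across 5616 genes, the difference between replicates 1 and 2 of the reference strain correlated with that of Δ*lraC* at r = 0.484. Genes are not independent replicates, and simulated libraries with counting noise and independent variation gave at most 0.0676 in size (0.0805 with the spread of each strain), which argues against these as the cause. Library depth is also argued against: replicate 1 had 1.01 times the reads of replicate 2 in the reference strain and 0.987 times in Δ*lraC*, so the deeper replicate was not the same. Gene length is argued against as well, with r = 0.0372 in the reference strain and r = −0.0547 in Δ*lraC*. The difference between Δ*lraA* and Δ*lraB* lay along the same direction, with r = −0.526 against the Δ*lraC* replicates and −0.348 against the reference replicates. A culture or library batch that the labels do not give may be the source, but strain and any such batch are confounded for Δ*lraA* and Δ*lraB*, so it cannot be told apart from a difference between these mutants. No biological explanation was tested.

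Of the genes lower in all 4 mutants, 6 runs of at least 3 consecutive identifiers were found. One is the cluster of *lraB*, *lraA*, *lraC* and *rhaR*, and the others include *urhgA*, *lraD2*, NRRL3_06304 and NRRL3_11302. Among the 81 genes lower in Δ*lraA* and Δ*lraB* than in the reference strain and Δ*lraC*, 24 had a member at the identifier directly before or after. In random sets the mean was 1.19 and the highest 10 (permutation p = 0.0001, the smallest they can give). Among the 40 genes lower in Δ*lraA* and Δ*lraC* than in the reference strain and Δ*lraB*, the number was 2, against a mean of 0.29 (permutation p = 0.136). Identifiers follow gene order as far as it was checked: of 23 pairs of named genes within 50 identifiers of each other, 22 lay on 1 chromosome of ASM285v2, with a median distance of 52.3 kb. Random placement is argued against by the 53 genes of the first set with a neighbour. Reads shared between neighbouring or near-identical genes remain possible in principle. The number of members with a fractional expected count was 0, but nearly all deposited counts are whole, so how shared reads were assigned is not seen. Regulation of neighbouring genes by RhaR was not tested.

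The rule for naming genes that the paper does not name, which ranks fitted values, gave NRRL3_10307 and NRRL3_00707, which fell, and NRRL3_08794 and NRRL3_03466, which rose. These ranks are not measured sizes where reads are few. NRRL3_10307 had 154 and 1088 reads in the reference replicates. Its log2 fold change in Δ*rhaR* was −5.28, and −3.18 without reference replicate 2, so the size of its fall depends on that library. NRRL3_00707 had 1257 and 1106 reads in the reference strain, with log2 fold changes of −6.56 in Δ*lraA* and −5.12 in Δ*lraB*, and was at least 399-fold lower in Δ*lraC*. NRRL3_08794 had 1 and 0 reads in the reference strain and was at least 7.58-fold higher in Δ*lraA*, 6.12-fold in Δ*lraB*, 6.24-fold in Δ*lraC* and 10.3-fold in Δ*rhaR*. NRRL3_03466 also had 1 and 0 reads, and was at least 5.11-fold, 5.96-fold, 4.93-fold and 13.6-fold higher in the same order. No explanation was tested for these genes.

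*lacE* and *faeB* of Table S6, chosen after their values were seen, were called lower in all 4 mutants. *lacE* had log2 fold changes from −3.41 in Δ*lraB* to −2.31 in Δ*lraC*, and *faeB* from −2.36 in Δ*rhaR* to −1.69 in Δ*lraA*. All 4 calls of *faeB* were lost under the paper's criterion. NRRL3_10808 of the same table was also called lower in all 4 mutants, from −1.57 in Δ*lraB* to −1.06 in Δ*lraA*. Other genes of the table were called higher in all 4 mutants. They were NRRL3_09890 (from 0.95 in Δ*lraB* to 1.40 in Δ*lraA*), NRRL3_08701 (from 1.07 in Δ*lraA* to 2.38 in Δ*rhaR*) and *abfC* (from 0.62 in Δ*lraA* to 1.86 in Δ*rhaR*). No explanation was tested.

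The histone gene H2B, listed among the qPCR primers of Table S3, had a log2 fold change of −0.49 in Δ*lraA* (adjusted p = 0.0199 from edgeR's quasi-likelihood test) and −0.37 in Δ*lraB* (adjusted p = 0.0635), both under a fold change of 1.5. No explanation was tested.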
